# Evaluation of Left Ventricle Function by Regional Fractional Area Change (RFAC) in a Mouse Model of Myocardial Infarction Secondary to Valsartan Treatment

**DOI:** 10.1371/journal.pone.0135778

**Published:** 2015-08-20

**Authors:** Laura Castiglioni, Francesca Colazzo, Lucia Fontana, Gualtiero I. Colombo, Luca Piacentini, Elisa Bono, Giuseppina Milano, Serena Paleari, Annamaria Palermo, Uliano Guerrini, Elena Tremoli, Luigi Sironi

## Abstract

**Aim:**

Left ventricle (LV) regional fractional area change (RFAC) measured by cardiac magnetic resonance (CMR) allows the non-invasive localization and quantification of the degree of myocardial infarction (MI), and could be applied to assess the effectiveness of pharmacological or regenerative therapies. Here we investigate the ability of RFAC to identify regional dysfunction and discriminate the effect of pharmacological treatment with valsartan, a selective antagonist of angiotensin II type 1 receptor, in a model of MI.

**Methods and Results:**

C57BL/6N mice, undergoing coronary artery ligation, were divided into two groups: untreated (MI) or treated with valsartan (MI+Val). Sham-operated mice were used as a control. Cardiac dimensions and function were assessed at baseline, 24 hours, 1 and 4 weeks post surgery by CMR and echocardiography. At sacrifice histology and whole-genome gene expression profiling were performed. RFAC was able to detect significant differences between treatment groups whereas the global ejection fraction was not. RFAC showed greater loss of regional contraction in remote non-infarcted myocardium in MI group than in MI+Val group. Consistently, in the same region MI+Val mice showed reduced myocyte hypertrophy, fibroblast proliferation, and fibrosis and modulation of target genes; in addition, left atrium volumes, appendage length and duct contraction were preserved.

**Conclusion:**

In this study, RFAC effectively estimated the degree of systolic dysfunction and discriminated the regions preserved by pharmacological treatment. RFAC index is a promising tool to monitor changes in LV contraction and to assess the effectiveness of therapeutic regimens in clinical settings.

## Introduction

Myocardial infarction (MI) leads to complex structural alterations (remodeling) involving both the infarcted and non-infarcted left ventricular (LV) myocardium characterized by chambers dilatation, myocyte loss, fibroblast proliferation, scar formation [1, 2], and compensatory hypertrophy. These conditions affecting LV wall stiffness are associated with worsening ventricular systolic function and abnormal cardiac remodeling, and are responsible for the increase in LV end-diastolic volume and pressure leading, consequently, to left atrial enlargement [3]. Clinical studies indicated fibrosis as the major independent predictive factor of adverse cardiac outcome [4, 5]. Nevertheless, there are no specific strategies based on tissue characterization of the myocardial wall in the therapeutic guidelines for post-ischemic heart failure. This lack of specific treatment stems from the absence of accurate clinical tools for phenotyping patients with heart disease and might lead to inappropriate therapies and possibly increased morbidity [6].

Imaging techniques play a central role in the diagnosis of acute myocardial infarction because of their ability to detect wall motion abnormalities or loss of viable myocardium. A number of reports proved the advantages of cardiac magnetic resonance (CMR) as reference tool for the non-invasive assessment of heart anatomy and function, advocating this approach as both an efficient method to monitor and an instrument to improve the therapeutic options [7–10]. CMR shows a high degree of accuracy in monitoring regional LV remodeling [11, 12], enabling objective quantification of subtle impairment in regional myocardial function [13, 14] and of pharmacological modulation on infarcted and viable myocardium.

Precise myocardial tissue characterization and a direct monitoring of treatment effects might be of great help in developing optimal therapeutic strategies for post-MI LV remodeling. Indeed, beneficial effects of pharmacological therapies on LV remodeling are associated with a better prognosis in MI patients: this makes maladaptive remodeling, occurring on remote non-infarcted myocardium, a therapeutic target for improving clinical outcome.

In the present study, we evaluated the power of regional fractional area change (RFAC) computed from CMR images in monitoring the effect of valsartan, an angiotensin II type 1 receptor (AT1R) antagonist, on LV remodeling in a mouse model of MI. RFAC is an index of LV regional wall motion and contraction [15] and is used to (*a*) assess qualitatively and quantitatively LV regional loss of function in infarcted and non-infarcted myocardium and (*b*) estimate drug effects occurring on myocardial wall motion. Imaging data were substantiated by tissue composition analysis and whole-genome gene expression profiling. Echocardiographic evaluation of left atrium (LA) volume was additionally used as index of LV performance and to indirectly monitor the LV diastolic function [16].

## Methods

### Animals

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the University of Milan (approval number 1242003—A 1371072003). Animals were fed *ad* libitum with standard chow and water. All surgery was performed under anesthesia, and all efforts were made to minimize the number of animals used and their suffering.

A total of 60 C57BL/6N female mice of 8–10 week old, weighting 18–20 g, purchased from Charles River (Calco, Italy), were used.

### Experimental protocol

Mice were anesthetized by intraperitoneal injection of a mixture of ketamine (75 mg/Kg) and medetomidine hydrochloride (1 mg/kg), endotracheally intubated in a supine position with a steel tube and ventilated with positive airway pressure (tidal volume of 140 μl at 150 breaths/min). After baseline CMR and echocardiography, MI was induced by left anterior descending (LAD) coronary artery ligation (n = 48), as previously described [17]. As control of surgery procedure, sham operated mice underwent thoracotomy and pericardiotomy without coronary artery ligation (n = 12). After surgery atipamezolo (2.5 mg/kg) was administered to encourage animal awakening, and then the animals were extubated, placed on an heating pad regulated to 38.5°C, and their breathing function monitored every 30 minutes until they were completely awake (usually in 2 hours).

After LAD ligation, surviving mice with an ejection fraction (EF) at 24-hour CMR within the range 35–45% were selected and randomized to vehicle or valsartan. Mice dying during the study or with unreliable measurements were replaced to obtain two final, equally-sized experimental groups of infarcted untreated (MI, n = 12) and treated (MI+Val, n = 12) animals.

Valsartan was administered in drinking water at the dose that did not influence systolic blood pressure (1 mg/Kg/day) [18, 19]. Drug was dissolved in distilled water at 10 mg/ml according to the manufacturer’s instructions and then diluted daily at the selected dose with a small amount (1 ml) of drinking water. After consumption of this small amount, the animals were given free access drinking water.

At 24 hours, 1 and 4 weeks after surgery, CMR was performed to evaluate LV parameters while echocardiography for LV, LA, and left atrial appendage (LAA) analysis (no LA and LAA quantification was possible by CMR for lack of both spatial and temporal resolution). Blood pressure was measured at the follow-up. Water consumption and body weight (BW) were carefully monitored during the follow-up. At sacrifice histological (n = 6/group) and genomic (n = 6/group) analyses were performed.

### Cardiac magnetic resonance

Induction of anesthesia was accomplished by exposing mice to 2% isoflurane (Merial, Toulouse, France) in 100% oxygen in an induction chamber. Mice were then fixed on a holder, anesthetized with inhaled 1% isoflurane in 100% oxygen, and placed into the 3.8 cm coil. Temperature was monitored rectally. The images were acquired using a 4.7T vertical-bore MR magnet (Bruker, Germany) and a retrospective gated cine gradient echo sequence with the following parameters: echo time (TE) 1.9 ms; repetition time (TR) 10 ms; field of view 4 × 4 cm^2^; acquisition matrix 128 × 128 pixels; slice thickness 1.3 mm; 6–8 axial slices spaced 1 mm to fully cover the LV.

The magnetic resonance images were analyzed using custom software implemented in Python along the lines of Franzosi *et al*. [12], to obtain LV global parameters as end-diastolic (LV EDV), end-systolic (LV ESV) and stroke volumes (LV SV), ejection fraction (LV EF) and posterior diastolic wall thickness (LV PWth). For the quantitative analysis of regional function and wall contraction, the LV cavity was divided into six 60° sectors (anterior, antero-septal, septal, lateral, posterior and inferior): RFAC was then computed for each segment as [(end diastolic area—end systolic area)/end diastolic area × 100] and used as index of regional endocardial wall motion [20]. Regional LV wall motion was displayed in a "bull’s eye" format, where the red tones represent lower and the green tones higher values. In this plot the inner circle represents the LV apex and the outer ones represent consecutive slices from apex to the base. To average the RFAC in mice with a different number of slices covering the LV, RFAC data were resampled using cubic spline interpolation to 10 slices for each of the six sectors. Regional LV thickness was obtained as previously reported [12].

### Echocardiography

Induction of anesthesia was accomplished by exposing the mice to 2% isoflurane in 100% oxygen in an induction chamber. Transthoracic echocardiography was then performed using 1% isoflurane in 100% oxygen to maintain heart rate (HR) ≥450 beats per minute (bpm). During acquisition animals were placed in the supine position on a heated (37°C) platform with integrated electrode pads used to obtain electrographic signals and HR. The mouse chest area was shaved and a warmed ultrasound gel applied to the thorax surface to optimize the visibility of the cardiac chambers. A Vevo 2100 echocardiography system (VisualSonics, Toronto, Canada) equipped with a MS400 30-MHz linear array transducer was used in these experiments.

LV cavity dimensions, ventricular function and mass were calculated on the M-mode parasternal short axis view. LA areas and longitudinal (supero-inferior, from the midpoint of the mitral annulus to the superior wall) and transversal diameters (medio-lateral, from the interatrial septum to the LA lateral wall, using the upper border of the LA-LAA duct as a marker) were measured on apical 4-chamber view, and minimum and maximum atrial volumes (LA Vmin, LA Vmax) were computed by Simpson’s rule. LA emptying fraction (LA EF) was calculated as the difference between LA Vmax and LA Vmin, divided by LA Vmax. On the same view the LAA maximum long axis (LAA length), as the mid-line curve between the LAA apex and duct during LV end-systole, was measured and the minimum and the maximum duct diameters assessed, in order to calculate duct diameter fractional shortening (LAA duct FS) as [(maximum—minimum) / maximum × 100] [21].

### Tail-cuff blood pressure and pulse measurements

Systolic arterial blood pressure and pulse were measured by tail-cuff plethysmography (BP-2000 Blood Pressure Analysis System; Visitech Systems, Apex, NC). Three days of training sessions were necessary to accustom animals to the procedure. Recording sessions (5 measurements each) were then made by a single investigator, at the baseline and at the different time points during the follow-up.

### Tissue collection and section preparation

To prepare specimens for histological analysis, abdominal aorta was cannulated and heart was arrested in diastole, with 2 mL of a solution of 0.1M CdCl_2_ and 1M KCl, and retrogradely perfused with 0.01 M phosphate saline buffer (PBS) and then with 4% (vol/vol) phosphate-buffered formalin for 10 min each time. Hearts were collected and LAA removed; tissues were postfixed in 4% phosphate-buffered formalin for 24 hours and separately embedded in paraffin. Consecutive 8 μm heart axial (from base to apex) and LAA sections were prepared.

For transcriptome analysis, hearts were perfused with PBS and the portion of the non-infarcted free wall corresponding to the posterior and inferior sectors was collected in RNAlater (Life Technologies, Carlsbad, CA) and stored at -80°C.

### Histological determination of infarct size

For collagen staining, deparaffinized and rehydrated heart sections were incubated in 0.1% Sirius Red Solution (Direct Red 80, Sigma-Aldrich, St. Louis, MO) in picric acid for 30 min, then washed, dehydrated (1 min each in 70%, 96%, and absolute ethylic alcohol, and then 10 min in xylene), and mounted with DPX mountant for microscopy. Images were acquired with a high-resolution digital camera using 1:1 macro-lens. Myocardial infarct size was determined on LV axial section (one for each mm on LV) along the apex-basis axis and expressed as percentage of the length of the infarct scar on the LV total circumferential length (using the average of endocardial and epicardial tracings) using the ImageJ v. 1.44o software.

### Immunostaining for morphometry, collagen, and cell proliferation

Immunofluorescence staining was performed on 3 tissue sections from each heart in order to assess myocyte cross-sectional area (MCSA), interstitial collagen fraction (ICF), and cell proliferation. Deparaffinized and rehydrated heart sections were incubated at room temperature in 10% normal goat serum (Dako, Glostrup, Denmark) in 0.01 M PBS and 0.1% Triton X-100 for 45 min. Primary and secondary antibodies were prepared in PBS and 0.1% Triton X-100. To detect cardiomyocytes, fibroblasts, myofibroblasts, collagen I deposition, and cell proliferation the sections were incubated overnight at 4°C respectively with anti-α-sarcomeric actin (1:800), anti-vimentin (1:1500), anti-α-SMA mouse monoclonal antibodies (1:400; all previous from Sigma-Aldrich, St. Louis, MO), anti-collagen type I (1:50, Rockland, Gilbertsville, PA), and anti- Ki-67 rabbit polyclonal antibodies (1:100, Novocastra Laboratories, Newcastle, UK). Appropriate secondary antibodies (Alexa 555 goat anti-mouse IgM or IgG [1:600] and Alexa 488 goat anti-rabbit [1:400], all from Invitrogen, Carlsbad, CA) were applied for 2 h at room temperature. For nuclear staining, the sections were incubated with Hoechst 33258 (2.5 g/ml; Invitrogen) in PBS for 15 min. Images were acquired at fixed exposure times using an inverted fluorescence microscope (Axiovert 200; Zeiss, Jena, Germany) equipped with the Axiovision v. 3.1 software (Zeiss).

MCSA was assessed on LV tissue sections, double-labeled with anti-α-sarcomeric actin and anti-collagen type I: cardiomyocytes cut along the short axis, showing a circular profile and a visible nucleus were selected and their area was traced. ICF was measured within the LV non-infarcted zone and LAA and expressed as percentage of area occupied by collagen on total tissue area. Proliferating fibroblasts in LV remote non-infarcted myocardium were detected by double labeling with anti-Ki-67 as marker of proliferation and anti-vimentin as marker of fibroblasts. Cell proliferation was expressed as percentage of Ki-67 positive cells over the total number of cells (counting the nuclei); the rate of fibroblasts proliferation was expressed as a percentage of vimentin/Ki-67 double-positive cells over vimentin positive cells. Measurements were performed on 5 and 10 fields per section (220μm × 165 μm) for ICF and cell proliferation, respectively, whereas MCSA was based on 100 measured cardiomyocytes. All quantitative analyses were performed using Photoshop CS6 by an investigator blinded for the experimental groups.

### Gene Expression Analysis

Total RNA was isolated from LV non-infarcted free wall using the TRIzol Reagent (Life Technologies) and further purified using silica-membrane RNeasy spin columns (Qiagen, Hilden, Germany), following the manufacturers' instructions. Genomic DNA contamination was removed by TURBO DNA-free DNase (Life Technologies) treatment. Messenger RNA was reverse transcribed, labeled, and linearly amplified using the Total Prep RNA Amplification Kit (Life Technologies), and then hybridized to MouseWG-6 v.2 Expression BeadChip microarrays (Illumina, San Diego, CA), according to the manufacturers' instructions. Signal detection was performed using a high resolution confocal scanner iScan, and quantitation and quality control were performed with the GenomeStudio v. 1.9.0 software (Illumina).

Data adjustment, probe filtering, gene annotation and primary statistical analysis were performed using BRB-Array Tools v. 4.3.2, developed by Dr. Richard Simon and BRB-Array Tools Development Team, and software packages of Bioconductor v. 2.12 and R v. 3.0.1. Data variance stabilizing transformation (VST) and robust spline normalization (RSN) were conducted with the *lumi* R package. To focus on the most informative probes and genes, we used the following filtering criteria: a probe was excluded if (*a*) the 33^th^ percentile of intensities was less than 125 (corresponding to a detection p-value less than 0.01, as reported by GenomeStudio) and/or (*b*) the p-value of the log-variation was greater than 0.05; (*c*) multiple probes were reduced to one per gene symbol by using the most variable probe measured by interquartile range across arrays. The number of genes that passed these filtering criteria was 8633. Differentially expressed genes among the three classes were identified by using a multivariate permutation test, based on 1000 random permutations, to provide 80% confidence (CI) that the false discovery rate (FDR) was less than 10%. The test statistics used was F-statistics for each gene; nonetheless, the multivariate permutation test is non-parametric and does not require the assumption of Gaussian distributions. We then performed a pairwise comparison (*t*-test) between pairs of classes, setting α = 0.01 for significantly different gene expression. Finally, to focus on the most meaningful differences, we filtered out those genes with a mean fold change (FC) ≤ ±1.2 in any of the two relevant post-hoc comparisons (*i*.*e*., MI *vs*. Sham and MI *vs*. MI +Val).

To identify clusters of genes with distinct expression patterns between the three conditions, we used the CLICK (CLuster Identification via Connectivity Kernels) clustering algorithm, implemented in the EXPANDER v. 6.3 (EXPression ANalyzer and DisplayER) software package [22] with the default homogeneity parameter ≥ 0.65 for a balanced intra-cluster similarity and inter-cluster separation. Functional enrichment analysis was performed using the TANGO (Tool for ANalysis of GO enrichments) algorithm, integrated in EXPANDER. The algorithm performs hyper-geometric enrichment tests for Gene Ontology (GO) terms (in *biological process* and *molecular functions* ontologies) and corrects for multiple testing by bootstrapping (1000 bootstraps), estimating the empirical p-value distribution for the evaluated sets. A functional class was considered significantly enriched in a cluster if its corrected p-value was lower than 0.05.

To identify genes whose expression was significantly related to RFAC, we computed a statistical significance level for each gene using the Pearson’s correlation test. These p-values were then used in a multivariate permutation test in which the RFACs were randomly permuted among arrays. We used the multivariate permutation test to provide 80% confidence that the FDR was less than 10%.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [23] and are accessible through GEO Series accession number **GSE68426**.

### Statistical analysis

Statistical analyses were performed using R: A Language and Environment for Statistical Computing (R Core Team, R Foundation for Statistical Computing, Vienna, Austria, 2013, http://www.R-project.org). Values are shown as mean ± SEM (standard error of the mean), unless indicated; p<0.05 was considered significant. For measurements at the 24-hour time point, *i*.*e*. before pharmacologic treatment, we performed an ANOVA with Helmert contrast comparing (*a*) the sham group to the average of the MI and MI+Val groups, to assess that surgery was effective, and (*b*) MI group to MI+Val group, to assess that the assignment was unbiased. For measurements after the pharmacologic treatment (1 and 4 weeks), ANOVA with "treatment" contrast was performed to compare MI group either with MI+Val or sham group. Repeated measures ANOVA with post-hoc Holm adjustment was performed on the sham group to assess time constancy. RFAC values of MI and MI+Val groups were compared, sector by sector and slice by slice (on the resampled 10-slice space), using unpaired *t*-test. Mid-apical RFAC values were also averaged by sector excluding the apex slice (unreliable due to apex movement, which causes partial volume artifacts) and the three at the base end of the heart not affected by infarction. Finally, Kaplan-Meier survival curves and the log-rank test were used to compare the mortality rate among groups after randomization to treatment with valsartan.

## Results

### Mortality, body weight and systolic blood pressure

Of the 48 mice that underwent LAD ligation (Fig 1) 8 died before 24 hours, 10 were excluded because their EF was out of 35–45% range at 24-hour CMR, 2 were excluded because surgery scar prevented correct Echo measurements, and 4 died within 1 week after randomization (3 MI and 1 MI+Val). No other death was observed in the remaining follow-up period. All 12 sham-operated mice survived during the follow-up period. No significant differences in mortality rate were observed among the three study groups after randomization to treatment.

**Fig 1:**
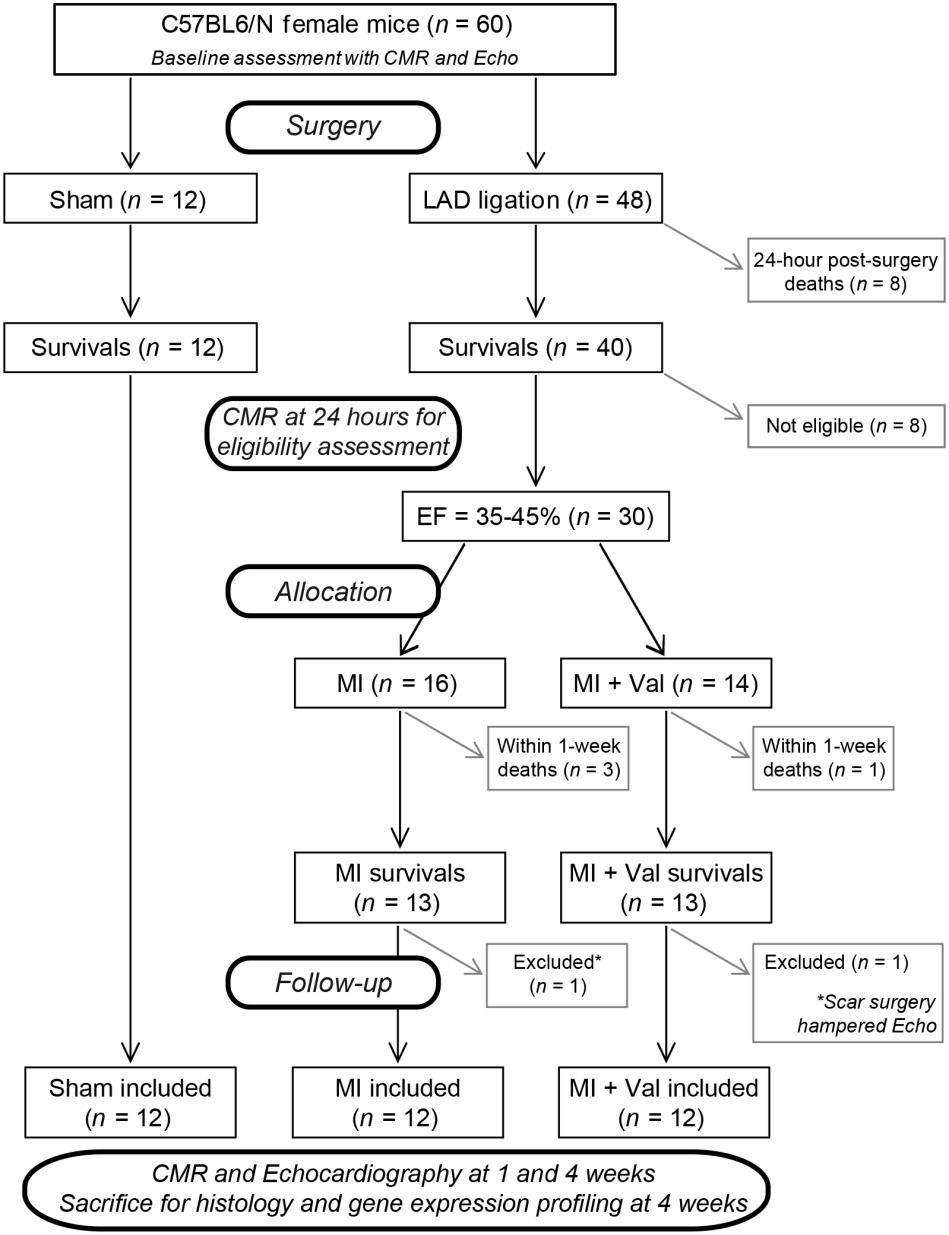
Flow chart showing the experimental protocol with the number of animals used, died and included in the study.

Mice BW, following an initial decrease immediately after surgery, tended to increase during the follow-up period without significant differences among the experimental groups at 4 weeks (sham: 21.6 ± 0.3 g; MI: 22.8 ± 0.4 g; MI+Val: 22.3 ± 0.4 g).

No significant difference was found in heart rate (ranging 590–640 bpm) and in systolic blood pressure among the three groups at follow-up (baseline: 102 ± 4 mmHg; 4 weeks post-surgery: sham: 110 ± 2 mmHg; MI: 111 ± 7 mmHg; MI+Val: 118 ± 6 mmHg).

### Cardiac function

During the follow-up period ventricular parameters in sham-operated mice remained unchanged compared to baseline, whereas in MI and in MI+Val mice LV EDV and LV ESV increased steadily exhibiting severe LV dilatation and a large significant reduction in LV EF (Table 1). Nevertheless, LV SV remained almost unchanged at follow-up compared to baseline (baseline: 27 ± 1 μl; 4 weeks post-surgery sham: 33 ± 1 μl; MI: 30 ±2 μl; MI+Val: 27 ±1 μl).

**Table 1:** Left ventricular global and regional function.

	Mice	iRFAC	pRFAC	ipRFAC	LV EF	LV EDV	LV ESV
		(%)	(%)	(%)	(%)	(μl)	(μl)
**Baseline**	12	69 ± 1	75 ± 1	72 ± 1	65 ± 1	42 ± 2	15 ± 1
**24h**							
Sham	12	71 ± 1	77 ± 1	74 ± 1	65 ± 1	38 ± 1	13 ± 1
MI and MI+Val	24	32 ± 2^§§§^	31 ± 3^§§§^	31 ± 2^§§§^	37 ± 1^§§§^	56 ± 1^§§§^	35 ± 1^§§§^
MI	12	29 ± 3	27 ± 3	28 ± 3	37 ± 1	58 ± 2	37 ± 1
MI+Val	12	36 ± 4	35 ± 4	35 ± 4	38 ± 1	53 ± 2	33 ± 1
**1w**							
Sham	12	74 ± 2	77 ± 1	75 ± 2	69 ± 1	41 ± 1	13 ± 1
MI	12	21 ± 3^§§§^	18 ± 2^§§§^	20 ± 3^§§§^	29 ± 2^§§§^	96 ± 6^§§§^	69 ± 6^§§§^
MI+Val	12	34 ± 4**	31± 5*	32 ± 5**	34 ± 2	80 ± 4*	53 ± 4*
**4w**							
Sham	12	74 ± 3	80 ± 2	77 ± 2	68 ± 2	47 ± 1	15 ± 1
MI	12	22 ± 3^§§§^	17 ± 2^§§§^	20 ± 2^§§§^	26 ± 2^§§§^	117 ± 8^§§§^	87 ± 7^§§§^
MI+Val	12	38 ± 4**	30 ± 5**	34 ± 4**	32 ± 2	90 ± 5**	63 ± 5**

Cardiac magnetic resonance evaluation of regional and global left ventricle function at the baseline and in sham, MI and MI+Val mice included in the study during the follow-up period (24 hours, 1 and 4 weeks). Values are presented as mean ± SEM.

* p<0.05 and

** p<0.01 *vs*. MI.

^§§§^ p<0.001 *vs*. Sham.

As shown in Table 1, when compared to MI group, MI+Val mice showed an attenuated LV enlargement as indicated by significantly lower LV EDV and ESV. In addition, LV PWth, which was significantly increased at the follow-up by myocardial infarction (1.06 ± 0.04 mm and 0.91 ± 0.03 mm in MI and sham, respectively, *p*<0.05), was attenuated by treatment (0.82 ± 0.04 mm, *p*<0.01 MI *vs*. MI+Val).

Echocardiography analyses of LV structure and function (S1 Table) confirmed CMR data, showing additionally an increase in LV mass at 4 weeks post-surgery in MI-mice (175 ± 14 mg) compared to sham (94 ± 14 mg, *p*<0.001 MI *vs*. sham) that was attenuated by treatment with valsartan (135 ± 9 mg, *p*<0.01 MI *vs*. MI+Val).

### Regional LV function—Bull’s eye representation

During the follow-up, anterior myocardial infarction resulted in acute loss of LV systolic function and progression of LV impairment. At 24 hours after surgery, bull’s eye representation of regional LV contractile function showed a reduced contraction of anterior, antero-septal and lateral sectors from apex to mid papillary region (mid-apical in the following) in infarcted mice (MI and MI+Val) compared to sham group (Fig 2). At 1-week post surgery, when the remodeling process was ongoing, the progression of LV impairment was evident in both infarcted groups. RFAC discriminated regional differences in MI+Val compared to MI mice, showing at the mid-apical level a significant protective effect in terms of contraction property exerted by valsartan on the posterior, inferior, septal, and antero-septal sectors (Fig 2). The higher degree of preserved mid-apical function observed at 1 week in the treated group became more significant at 4 weeks, with a predominant localization to the posterior and inferior mid-apical sectors (Fig 2).

**Fig 2:**
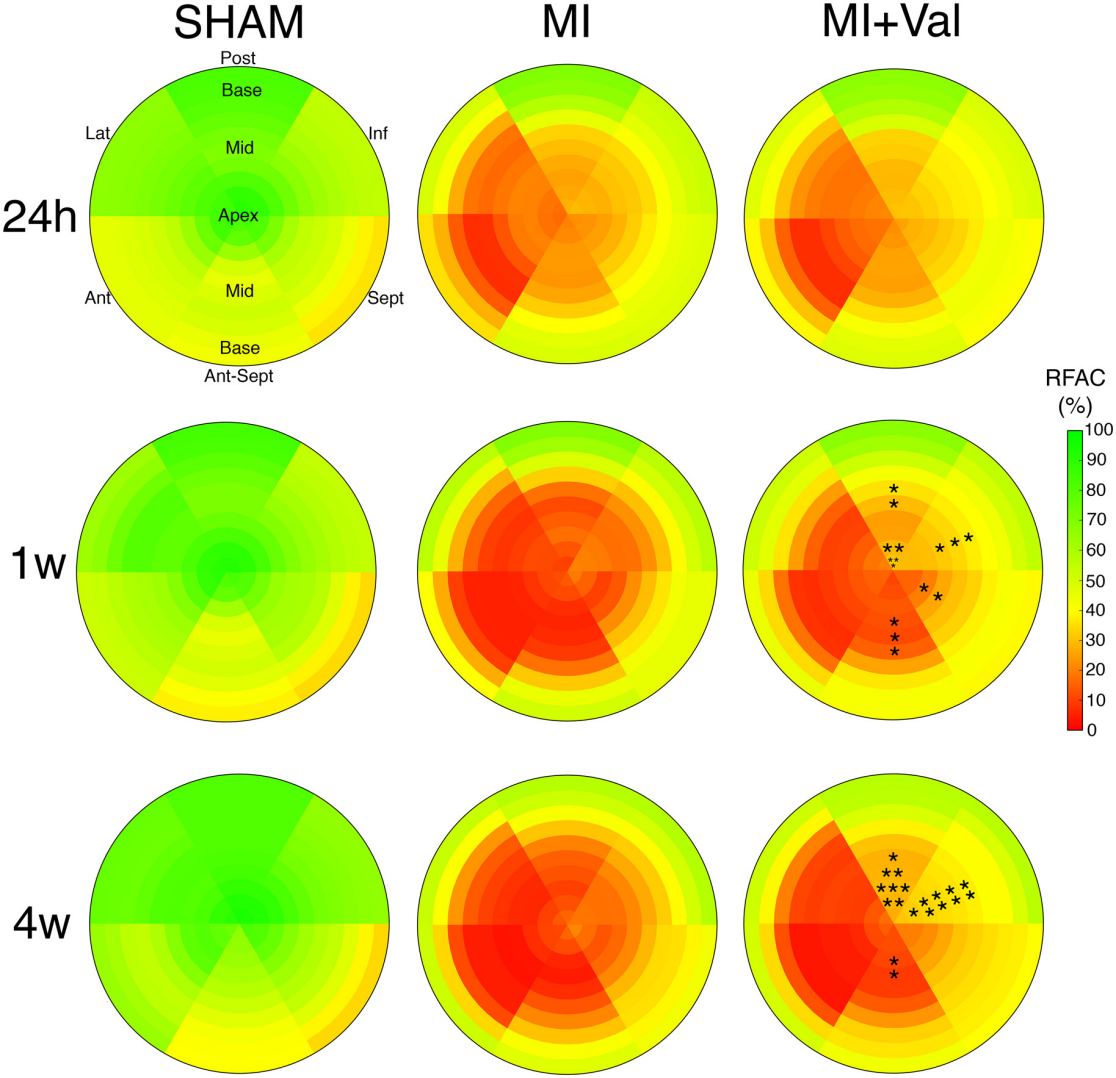
Bull’s eye representations of mean regional fractional area change (RFAC) in sham, MI and MI+Val groups at 24 hours, 1 and 4 weeks after MI (n = 12/group). Slices from LV apex to the base are shown from the inner to the outer circle, whereas red and green tones indicate lower and higher RFAC values (the color bar on the right shows the corresponding scale). • for 0.05<p<0.1, * for p<0.05, ** for p<0.01. Lat: lateral; Post: posterior; Inf: inferior; Sept: septal; Ant-Sept: Antero-septal; Ant: anterior.

Results of the non-infarcted free wall are shown in Table 1, where averages of mid-apical RFAC of the inferior (iRFAC) and posterior (pRFAC) sectors and their mean (ipRFAC) are presented. These indices showed significant difference between MI+Val and MI group in regional function of remote non-infarcted tissue; on the contrary, global EF could not discriminate between the groups (Table 1). Power analysis showed that sample sizes of 12 per group achieved 85% power to detect a difference of 14.0 in ipRFAC between MI and MI+Val groups at 4 weeks (Table 1), with the observed group standard deviations of 10.4 and 17.3 and with a significance level (α) of 0.05 in a pairwise comparison.

### Left atrium remodeling

LA and LAA parameters in sham-operated mice remained almost unchanged from baseline to follow-up (Table 2). On the contrary, LA remodeling was evident 1 week after surgery in both infarcted groups with an increase of volumes in comparison with sham group and no significant differences between MI and MI+Val group. At 4 weeks LA Vmin was significantly greater in MI compared to MI+Val group.

**Table 2:** LA and LAA remodeling following Myocardial Infarction.

	Mice	LA Vmin	LA Vmax	LA EF	LAA length	LAAduct FS
		(μl)	(μl)	(%)	(mm)	(%)
**Baseline**	12	2.0 ± 0.1	4.7 ± 0.4	57.2 ± 1.7	3.5 ± 0.1	47.9 ± 2.3
**24h**						
sham	12	2.1 ± 0.1	4.6 ± 0.3	53.6 ± 1.7	3.4 ± 0.1	51.4 ± 1.6
MI and MI+Val	24	2.9 ± 0.3	5.5 ± 0.4	48.9 ± 2.4	3.6 ± 0.1	41.3 ± 1.3^§§§^
MI	12	2.8 ± 0.6	5.6 ± 1.0	49.9 ± 2.4	3.5 ± 0.2	43.6 ± 1.8
MI+Val	12	2.9 ± 0.4	5.5 ± 0.4	48.3 ± 4.3	3.8 ± 0.1	38.9 ± 1.6
**1w**						
sham	12	2.3 ± 0.1	4.9 ± 0.3	52.7 ± 1.6	3.5 ± 0.1	48.2 ± 3.1
MI	12	4.2 ± 0.3^§§§^	7.6 ± 0.4^§§§^	45.6 ± 2.9^§^	4.2 ± 0.2^§§§^	32.2 ± 6.2^§§^
MI+Val	12	3.7 ± 0.2	7.5 ± 0.6	50.8 ± 1.6	4.1 ± 0.1	30.8 ± 3.7
**4w**						
sham	12	2.6 ± 0.2	5.6 ± 0.4	54.3 ± 1.2	3.5 ± 0.1	43.3 ± 2.0
MI	12	5.2 ± 0.7^§§§^	8.8 ± 1.0^§§§^	43.1 ± 2.1^§§§^	4.8 ± 0.2^§§§^	19.2 ± 3.8^§§§^
MI+Val	12	3.6 ± 0.3*	7.3 ± 0.4	50.1 ± 1.7**	4.0 ± 0.1***	40.6 ± 2.0***

Echocardiographic evaluation of LA and LAA at baseline and during the follow-up (24 hours, 1 and 4 weeks) in sham, MI and MI+Val mice included in the study.

Left Atrial Minimum Volume (LA Vmin); Left Atrium Maximum Volume (LA Vmax); Left Atrial Emptying Fraction (LA EF); Left Atrial Appendage Maximum long axis (LAA length); Left Atrial Appendage duct diameter fractional shortening (LAA duct FS). Values are presented as mean ± SEM.

* p<0.05,

** p<0.01, and

*** p<0.001 *vs*. MI.

^§^ p<0.05,

^§§^ p<0.01 and

^§§§^ p<0.001 *vs*. Sham.

Concurrently, LAA length increased at week 1 and 4 in MI compared to sham group and, LAA duct contraction was significantly and progressively lost. At the follow-up, treatment significantly preserved both parameters (Table 2, Fig 3).

**Fig 3:**
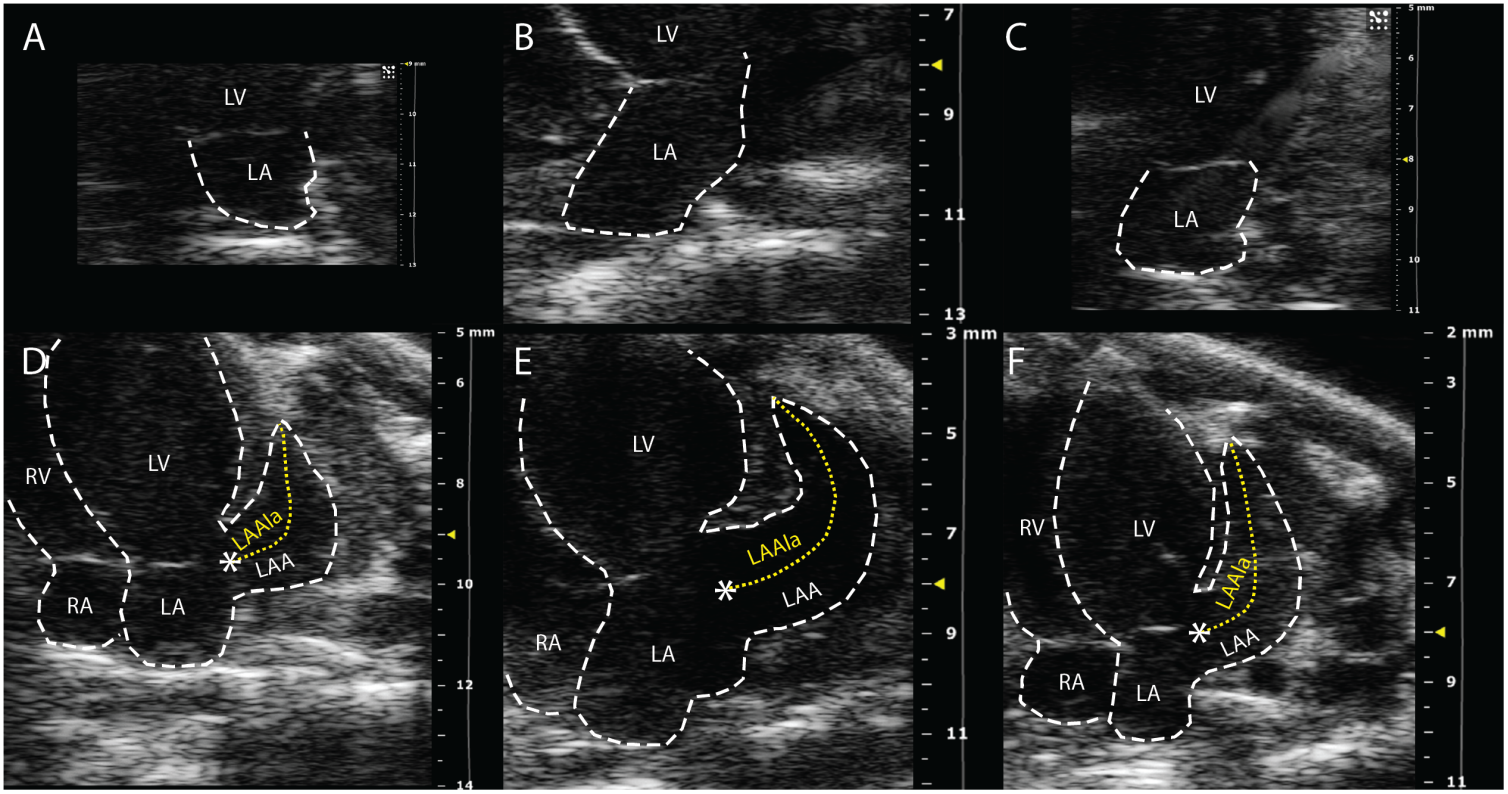
Echocardiographic evaluation of left atrium (LA) and left atrium appendage (LAA) by apical 4-chamber views, 4-weeks after surgery, representative images. In upper panels, LA maximum area is shown in sham (A), MI (B) and MI+Val (C) mice. In lower panels, LAA long axis is shown in sham (D), MI (E) and MI+Val (F) mice. LAAla: LAA long axis; LV: left ventricle; RA: right atrium.

### Histopathology

Coronary artery ligation resulted in infarction with loss of cardiomyocytes and scar formation. Four weeks after surgery, infarct size, determined by Sirius red staining, was clearly greater in MI than in MI+Val mice (39.3 ± 2.2% *vs*. 32.9 ± 1.9%, *p*<0.05). No damage was observed in sham mice (Fig 4).

**Fig 4:**
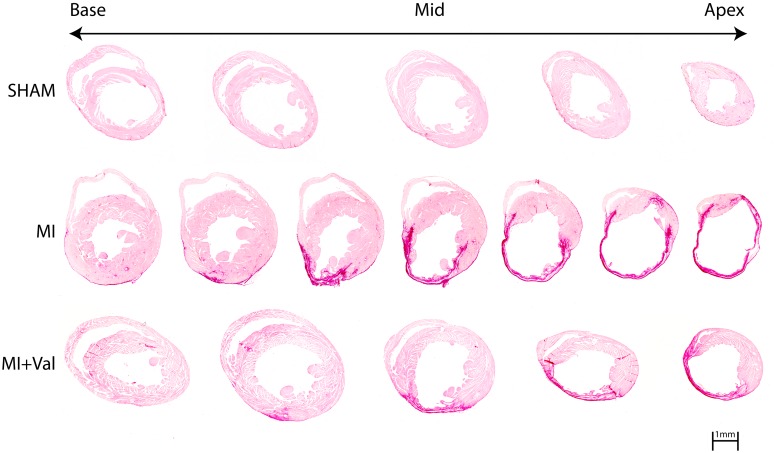
Representative photomicrographs of infarct size evaluated from the base (left) to the apex (right) by Sirius red staining measured at 4 weeks after surgery in sham, MI and MI+Val groups. Scale bar: 1 mm.

MCSA increased 1.5-fold in MI *vs*. sham hearts, whereas valsartan treatment preserved it almost entirely (MI *vs*. sham *p*<0.001; MI *vs*. MI+Val *p*<0.05; Fig 5A). Immunofluorescence analysis for Ki-67 showed an increased cell and fibroblast proliferation in non-infarcted myocardium in MI compared to sham group, which is almost completely abrogated by treatment with valsartan (MI *vs*. sham and MI *vs*. MI+Val *p*<0.001; Fig 5B).

**Fig 5:**
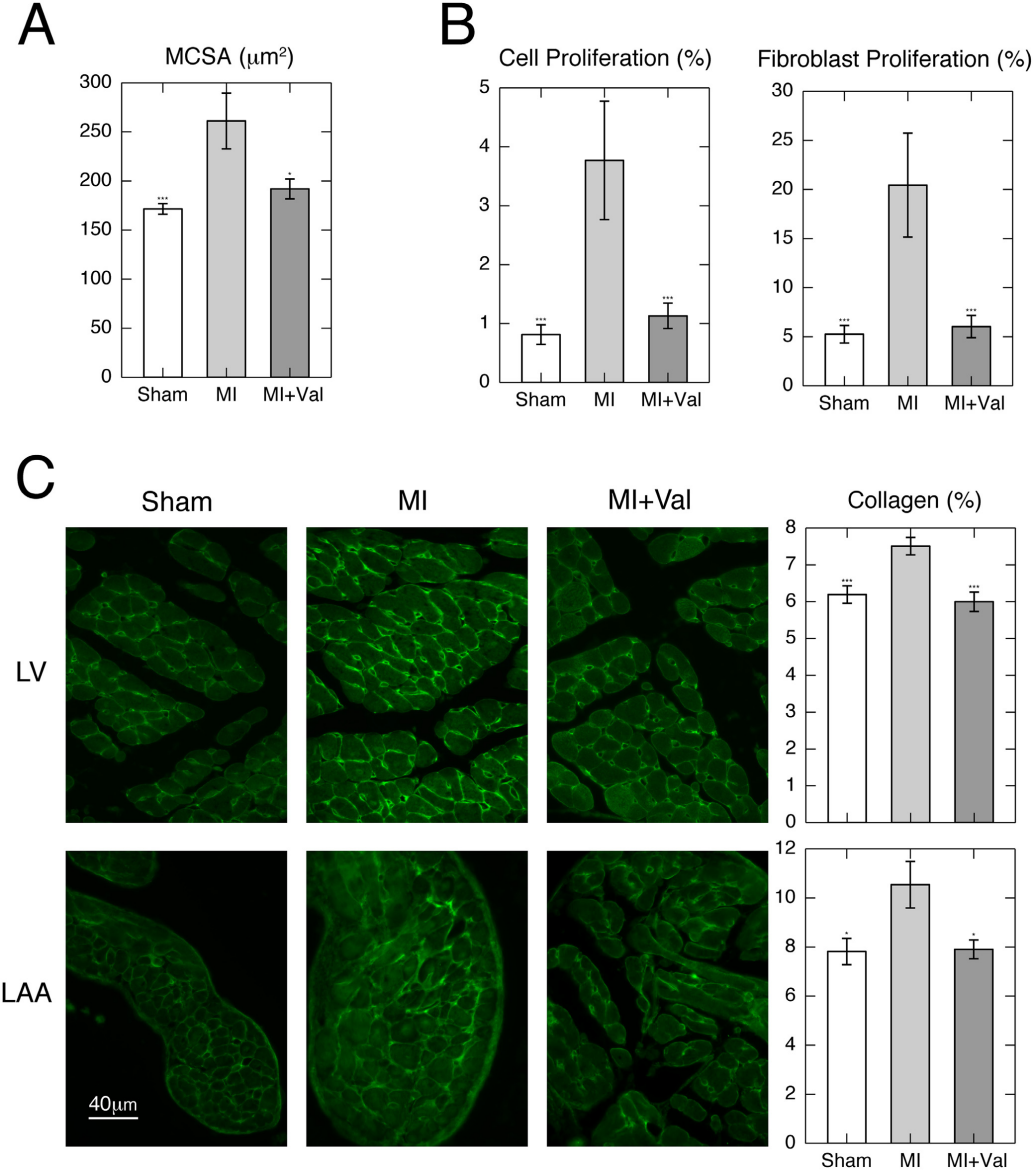
(**A**) Myocyte cross-sectional area (MCSA) in the remote left ventricle (LV) in sham and infarcted groups (n = 6/group). (**B**) Cell proliferation measured as KI-67 positivity and proliferating fibroblasts detected by double labeling with KI-67 and vimentin. Cells proliferation was expressed as percentage of KI-67 positive cells over total cell number (nuclei), whereas fibroblasts proliferation was expressed as percentage of vimentin/KI-67 double-positive cells over vimentin positive cells. (**C**) Representative immunofluorescence and quantification of collagen type I staining of the non-infarcted LV (upper panels) and of appendage (lower panels) in sham, MI and MI+Val mice at 4 weeks post-surgery. Interstitial collagen fraction was measured as the percentage of area occupied by collagen on total tissue area. Values are mean ± SEM. * *p*<0.05, *** *p*<0.001 vs. MI. (n = 6/group).

ICF showed a decreased collagen content in treated mice versus MI (*p*<0.001, MI *vs*. sham and MI *vs*. MI+Val). LAA collagen content in MI group increased 1.4-fold compared to sham, while treatment maintained it at the sham level (MI *vs*. sham and MI *vs*. MI+Val *p*<0.05; Fig 5C).

### Gene expression

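RNA from the non-infarcted posterior and inferior free wall of the left ventricle was collected 4 weeks after surgery and hybridised to MouseWG-6 v.2 BeadChips, which report the abundance of a transcript as the brightness of beads that carry a probe for it. Valsartan, a blocker of the angiotensin II type 1 receptor, had been given in drinking water at 1 mg/kg/day. The deposited series holds 17 arrays, each of 1 mouse: 6 sham-operated mice (sham), 6 untreated infarcted mice (MI) and 5 valsartan-treated infarcted mice (MI+Val). The legend of Fig 6 gives n = 6/group, and 5 MI+Val arrays were used here. The sample labels name the strain C57/BL6 and silica columns for RNA isolation, whereas the methods name C57BL/6N mice and the TRIzol reagent before the columns. The 17 arrays lay on 3 chips that did not hold the groups evenly. The first chip carried 4 MI arrays, 1 sham array and 1 MI+Val array, the second 1, 3 and 2, and the third 1, 2 and 2.

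The median signal of an array was between 104.7 and 115.2 (median 109.9) in the sham group, between 90 and 120.3 (median 110.25) in the MI group and between 96.4 and 117 (median 107.3) in the MI+Val group. Detection p-values under 0.01 were given to 14108 to 14955 probes of a sham array, 13929 to 15206 probes of an MI array and 14366 to 14876 probes of an MI+Val array. The number of arrays limits the precision of every value. The authors deposited the bead signal of each probe as an intensity without background correction, with its detection p-value, and their own values on a log2 scale after variance stabilizing transformation and robust spline normalization. Here the intensities were corrected for background from the detection p-values, quantile normalized and taken to log2 with an offset of 16. The offset makes changes of dim probes smaller than the same correction without an offset would. Of 102 log2 fold changes also given in S2 Table, 33 differed by more than the spread between mice, and all 33 were larger here. Without background correction all 33 fell within the paper's values. Of 45281 probes, 34885 carried 1 gene symbol, 18 carried several and 10378 none. Following the methods, a probe was kept where the 33rd percentile of its signal was at least 125, and the probe with the largest interquartile range stood for its gene, which left 11897 probes and 8236 genes. The additional filter on variance in the methods was run only as an alternative, because it alters the spread that limma estimates over genes. The 3 groups were compared in 1 limma model with Benjamini-Hochberg adjustment over the 8236 genes. Because 4 of the 6 MI arrays shared a chip, values with chip as a block or within each chip are given beside many of the results, but not all.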

To find which genes were significantly modulated by valsartan, we performed a genome-wide gene expression analysis comparing the 3 groups at the 4-week time point. 

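Across the 3 groups, the genes that differed were mostly displaced in the MI group, with MI+Val mice between MI and sham mice. At an adjusted p under 0.10 in limma's moderated F test, 395 of 8236 genes differed, and MI had the highest mean for 230 of them and the lowest for 147. The mean of MI+Val lay between the means of sham and MI for 348 of the 395. Col8a1, a short-chain collagen of the vascular wall, had a log2 value of 6.85 ± 0.34 (SD) in sham, 8.69 ± 0.31 in MI and 7.72 ± 0.22 in MI+Val mice (adjusted p = 9.216e-06 in limma's F test). Emp1, an epithelial membrane protein, had 10.87 ± 0.22 in sham, 11.76 ± 0.12 in MI and 11.11 ± 0.22 in MI+Val mice (adjusted p = 5.389e-04). Ano10, a member of the anoctamin family, went the other way, with 9.61 ± 0.35 in sham, 7.86 ± 0.21 in MI and 8.56 ± 0.43 in MI+Val mice (adjusted p = 7.097e-05). Nudc, a partner of the dynein motor complex, had 11.90 ± 0.14, 11.22 ± 0.18 and 11.57 ± 0.21 in the same order (adjusted p = 0.00469), but its second probe gave -0.02 for MI minus sham, against -0.68 for the probe used. At unadjusted thresholds, 1292 genes had a p under 0.05 and 260 a p under 0.002. The adjusted F test with chip as a block called 193 genes, and a multivariate permutation F test with 100 permutations gave 216.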

The number of significant genes by controlling the proportion of false discoveries, at a FDR<0.1 with a CI = 80% in a multivariate permutation F test (*p*<0.002), was 248. The number of genes with a significant difference (*p*<0.01, FC ≥ ±1.2) in any of the two relevant post-hoc pairwise comparisons (MI *vs*. sham and MI *vs*. MI+Val) was 174 (out of 248): of these, respectively 27 and 53 genes were significantly up- or down-regulated by valsartan with respect to MI mice (S2 Table).

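Between MI and sham mice, 464 genes changed at an adjusted p under 0.05 in limma, 273 of them higher and 191 lower in MI. Among the largest rises were those of Wisp2, a matricellular protein of the CCN family, with a log2 fold change of 2.78 (standard error 0.30, adjusted p = 1.773e-05), and of Comp, cartilage oligomeric matrix protein, with 2.39 (standard error 0.39, adjusted p = 0.00139). Scd4, a stearoyl-CoA desaturase, rose by 2.05 (adjusted p = 0.00247). Acta1, the skeletal actin that the fetal heart also expresses, rose by 1.99 (adjusted p = 1.889e-04). Mfap5, a protein of elastic microfibrils, rose by 1.84 (adjusted p = 1.422e-05). Ano10 fell by 1.74 on the log2 scale (adjusted p = 1.422e-05). Rcan1, a regulator of calcineurin, rose by 2.01 (adjusted p = 0.0126), but its second probe gave 0.83. Angptl7, an angiopoietin-like protein, rose by 1.64 (adjusted p = 0.0166), a call that ended with chip as a block (1.43, adjusted p = 0.105).

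Between MI+Val and MI mice, no gene passed an adjusted p under 0.05 in limma or in the methods' t-test after the same adjustment, whereas 760 genes had an unadjusted p under 0.05 in limma. The 10 genes with the smallest p all miss the adjusted threshold, and 8 of them were lower in MI+Val. Itgbl1, a secreted protein with integrin-like repeats, differed by -0.97 (standard error 0.18, adjusted p = 0.0836), Col8a1 by -0.97 (standard error 0.17, adjusted p = 0.0836), Mfap5 by -1.02 (standard error 0.20, adjusted p = 0.0886) and Emp1 by -0.64 (standard error 0.12, adjusted p = 0.0836). Pqlc3 differed by -0.68 (adjusted p = 0.0886), Serpinf1, the antiangiogenic pigment epithelium-derived factor, by -0.70 (adjusted p = 0.116), Endod1 by -0.50 (adjusted p = 0.116) and Fbln2 by -0.46 (adjusted p = 0.135). The second probe gave -0.63 for Col8a1 and -0.15 for Fbln2. Gsta2, a glutathione transferase, was higher in MI+Val by 0.76 (adjusted p = 0.135) and 1810011O10Rik by 0.66 (adjusted p = 0.103). The number that passed was 9 without background correction, 9 with the authors' deposited values, 7 with array weights, 4 with the variance filter, 1 under scaling to the 75th percentile, 1 with the brightest probe per gene and 14 without MI+Val mouse 5. At the unadjusted p under 0.01 and the fold of at least 1.2 that the methods name, 223 genes differed between MI+Val and MI in limma. That count is over all genes, whereas the methods first require the F test. Among genes with an unadjusted p under 0.002 in the F test, 42 were higher and 72 lower at these thresholds. Between MI and sham, 187 genes were called with chip as a block, of which 180 were among the 464, and 0 between MI+Val and MI, with 552 at an unadjusted p under 0.05. Of the 464 genes, 452 had the same direction within all 3 chips. The 464 were called on these same arrays. For 243 of them MI and sham mice did not overlap, which fixes the direction within each chip. Each chip also held only 1 array of either sham or MI, so the count is not independent evidence on the chip.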

The CLICK algorithm identified 2 clusters of genes, with an overall average homogeneity of 0.834 (Fig 6): (1) 112 genes that were significantly overexpressed in MI in comparison with sham group and down-regulated in MI+Val with respect to MI mice (Fig 6A and 6C), and, conversely, (2) 62 genes that were decreased in MI compared to sham group and up-regulated in MI+Val with respect to MI mice (Fig 6B and 6D). 

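For each mouse, the log2 values of the genes of S2 Table were centred on their mean over the 17 arrays and averaged within each cluster, the genes being assigned to clusters by the sign of their change in that table. In cluster 1, of which 107 of 112 genes were measured, the mean was -0.41 ± 0.07 (SD, n = 6) in sham, 0.42 ± 0.09 (SD, n = 6) in MI and -0.01 ± 0.15 (SD, n = 5) in MI+Val mice. In cluster 2, of which 59 of 62 genes were measured, it was 0.28 ± 0.05 (SD, n = 6), -0.28 ± 0.05 (SD, n = 6) and 0.00 ± 0.08 (SD, n = 5) in the same order. No mouse of 1 group reached the range of another group. The lowest MI mouse had a cluster 1 mean of 0.33 and the highest MI+Val mouse 0.22, and the lowest MI+Val mouse had -0.15 and the highest sham mouse -0.32. In a two-sided exact permutation test the p was 0.00216 for each pair of groups and each cluster, the smallest that these group sizes allow. The study chose these genes on the same samples, so the tests are not independent evidence of a difference.

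The directions held within each chip. Since the ranges of the groups did not overlap, they had to, so this is not independent evidence on the chip. For cluster 1, MI minus sham was 0.78 on the first chip, 0.78 on the second and 0.73 on the third, and MI+Val minus MI was -0.52, -0.47 and -0.20. For cluster 2, MI minus sham was -0.51, -0.53 and -0.54, and MI+Val minus MI was 0.36, 0.31 and 0.15. With mice permuted only within chips, the difference between MI+Val and MI was -0.40 in cluster 1 and 0.28 in cluster 2, each with an exact p of 0.0222, and the difference between MI and sham was 0.76 and -0.53, each with an exact p of 0.0167. These are the smallest p that the permutations within chips allow, and the separation of the groups fixed them in advance.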

Gene set enrichment analysis of these two clusters (Table 3) indicated that valsartan significantly modulates a number of biological processes in MI mice. In particular, cluster 1 was significantly enriched with genes belonging to the GO categories of regulation of cell death and/or cell proliferation, cardiovascular development, integrin-mediated signaling pathway, extracellular matrix (ECM) organization and/or binding, response to stress, and calcium binding. 

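Genes of the matrix and of fibroblasts rose together in MI mice, as did fetal genes of the cardiomyocyte. The values below are for lists set before the data were examined, tested against all other genes with camera at an inter-gene correlation of 0.01. Of 36 lists that do not come from the paper, this setting also called a median of 4 (MI vs sham) and 3 (MI+Val vs MI) when the same mice were split at random. With a correlation estimated from the data both medians were 0. Small adjusted p-values at the preset correlation are therefore weaker evidence than they look. The lists also hold genes of S2 Table, among them Mfap4, Bgn, Meox1 and Pi16, which the study chose on these samples. The list tests are therefore not fully independent of that choice. Of 21 measured matrix glycoproteins and proteoglycans, 10 were higher in MI than in sham and 0 lower at an adjusted p under 0.05 over all genes (10 higher and 1 lower when adjusted over the list alone), and the list rose by a median log2 of 0.33 (adjusted p = 3.399e-10). Mfap4, which binds elastic fibres, rose by 1.62 (adjusted p = 2.273e-04) and Bgn, the proteoglycan biglycan, by 0.96 (adjusted p = 8.175e-05). Of 8 measured markers of activated fibroblasts, 6 were higher and 0 lower (7 higher and 1 lower when adjusted over the list alone), with a median of 1.05 (adjusted p = 7.507e-10). Among them, Meox1, a transcription factor, rose by 1.35 (adjusted p = 2.397e-04), whereas Acta2, smooth muscle actin, had -0.58 (adjusted p = 0.190), with -0.64 to -0.39 over its 4 probes, and was the member lower when adjusted over the list alone. Of 14 markers of resident fibroblasts, 6 were higher and 0 lower (6 higher and 0 lower when adjusted over the list alone), with a median of 0.28 (adjusted p = 2.270e-07), among them Pi16 with 1.02 (adjusted p = 4.296e-04). Of 14 fetal and stress genes of the cardiomyocyte, 8 were higher and 0 lower (10 and 0 when adjusted over the list alone), with a median of 0.65 (adjusted p = 4.030e-11). Nppa, atrial natriuretic peptide, rose by 1.08 (adjusted p = 0.00678), whereas Nppb had 1.07 and missed the threshold (adjusted p = 0.0802).

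In MI+Val mice these lists shifted towards the sham group. Against MI, the median was -0.26 for matrix glycoproteins (adjusted p = 3.602e-06), -0.52 for activated fibroblasts (adjusted p = 3.377e-06), -0.17 for resident fibroblasts (adjusted p = 3.295e-04) and -0.30 for the fetal and stress genes (adjusted p = 4.675e-05). No single member of these lists passed an adjusted p under 0.05 over all genes in that comparison. Adjusted over the list alone, 5, 4, 4 and 2 members were lower and none was higher. With an estimated correlation the shifts of the first 3 of these lists between MI+Val and MI kept an adjusted p under 0.05, and that of the fetal and stress genes did not (adjusted p = 0.0985 with an estimated correlation). The 4 medians between MI+Val and MI with chip as a block were -0.31, -0.55, -0.17 and -0.30. Within the third chip they were -0.14, -0.15, 0.04 and 0.10, so that resident fibroblast and fetal genes did not shift down there. Of 19 macrophage markers, 11 were higher in MI than in sham and 0 lower (16 and 0 when adjusted over the list alone), and in MI+Val against MI their median was -0.30 (adjusted p = 2.144e-08), a call lost with an estimated correlation (adjusted p = 0.0540 with an estimated correlation). None of 18 endothelial markers was called. As a list they had a median of 0.05 in MI against sham (adjusted p = 0.452) and -0.08 in MI+Val against MI (adjusted p = 0.276), and with chip as a block both comparisons passed, with medians of 0.13 (adjusted p = 0.0280) and -0.14 (adjusted p = 0.00603).

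Of the 17 genes that Table 3 lists for the regulation of cell proliferation, 14 were measured, and 14 were higher in MI than in sham, with a median of 0.87. In MI+Val against MI their median was -0.53, and none was called over all genes, while 13 were lower when adjusted over the list alone. The study chose this list on these samples, so that neither count is independent evidence.

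**Figure D1:**
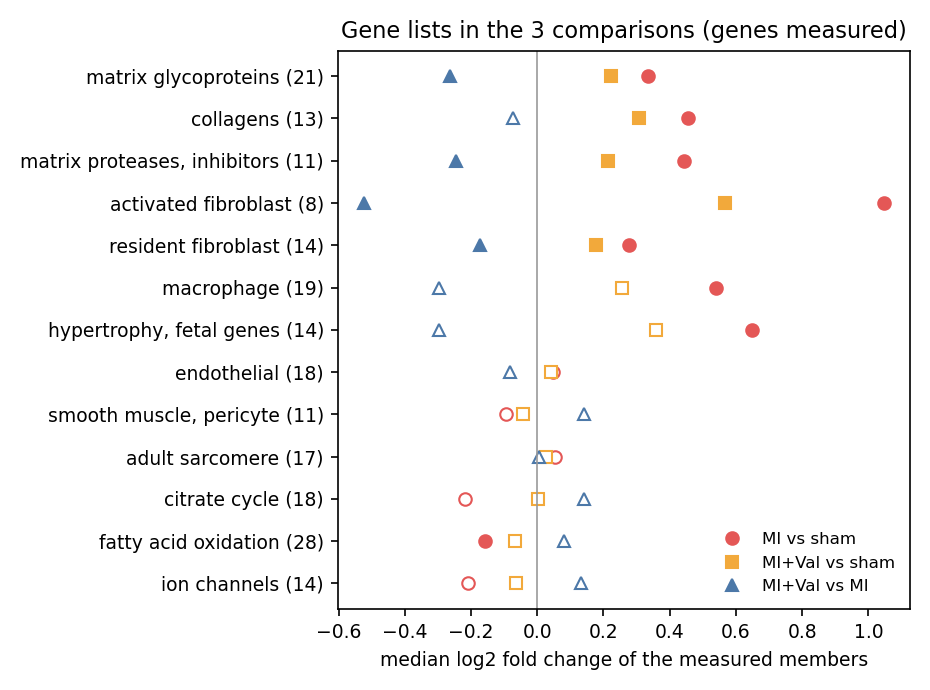
Median log2 fold change of the measured genes of 13 gene lists (horizontal axis) for MI vs sham (circles), MI+Val vs sham (squares) and MI+Val vs MI (triangles), with the number of measured genes in brackets. Filled symbols mark lists with an adjusted p under 0.05 with both the preset and an estimated correlation, adjusted over the 36 lists that do not come from the paper. Matrix, fibroblast and macrophage lists lie to the right of 0 for MI vs sham and nearer to 0 for MI+Val vs sham, and metabolic lists lie to the left for MI vs sham.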

Cluster 2 was enriched with genes belonging to amino acid metabolism and establishment of localization (*i*.*e*. the directed movement of a cell, a protein complex or organelle to a specific location), and genes with relevant transferase activity, for instance, for the glutathione metabolism.

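Most of the measured genes that Table 3 lists for amino acid and carboxylic acid metabolism, for localization and for transferases were lower in MI than in sham mice, and their medians lay nearer to sham in MI+Val mice. Of the 9 genes that Table 3 lists for amino acid and carboxylic acid metabolism, 8 were measured, 6 of them were lower in MI than in sham and 0 higher (8 and 0 when adjusted over the list alone), with a median log2 of -0.44. Acot1, a thioesterase of fatty acyl-CoA, fell by 1.47 (standard error 0.24, adjusted p = 0.00129 in limma), and Stat5a, a transcription factor of cytokine signalling, fell by 0.55 (adjusted p = 0.00511). Without the filter on dim probes, another probe of Stat5a that the filter removes was used and gave -0.04 (adjusted p = 0.959). Of the 17 genes for the establishment of localization, 16 were measured, and 12 were lower and 0 higher (15 and 0 when adjusted over the list alone), with a median of -0.49. Fxyd1, phospholemman, a regulator of the sodium pump, fell by 0.53 (adjusted p = 0.00299), and Bves, a membrane protein of muscle, by 0.52 (adjusted p = 0.00195), although a second probe of Bves gave -0.03. Vdac1, a channel of the outer mitochondrial membrane, had -0.47 (adjusted p = 0.0103), or -0.34 with chip as a block (adjusted p = 0.0657), and its second probe gave -0.08. Of 4 genes with transferase activity, 3 were measured and 3 were lower (3 when adjusted over the list alone), with a median of -0.51. The study chose these 3 lists on these samples, so that the counts are not independent evidence of their direction.

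A list of 35 glutathione and antioxidant genes set before the data were examined held 28 measured genes, of which 5 were lower and 1 higher in MI than in sham (6 lower and 1 higher when adjusted over the list alone). The transferase Gstm1 fell by 0.51 (adjusted p = 0.00195). Without the filter on dim probes, another probe that the filter removes stood for it and gave 0.21 (adjusted p = 0.720). The transferases Gstm7, with -0.51, Gstt1, with -0.45, and Gstk1, with -0.43, passed the threshold without the chip block and missed it with the block, where they had -0.47, -0.44 and -0.42 (adjusted p = 0.0657, 0.0559 and 0.0657) and larger standard errors (0.13, 0.12 and 0.11, against 0.11, 0.10 and 0.10). Gpx1, a glutathione peroxidase, went the other way and rose by 0.63 (adjusted p = 0.00213). The list as a whole had a median of -0.13 and an adjusted p of 0.0494, and its call was lost with an estimated correlation (adjusted p = 0.136 with an estimated correlation), with chip as a block (adjusted p = 0.171) and when adjusted over the lists that do not come from the paper (adjusted p = 0.0617). In MI+Val against MI its median was 0.13 (adjusted p = 0.0233), a call lost with an estimated correlation (adjusted p = 0.0985 with an estimated correlation) and with chip as a block (adjusted p = 0.150).

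In MI+Val against MI, the 3 lists of Table 3 had medians of 0.20 for amino acid metabolism, 0.25 for localization and 0.29 for transferases. These medians were, with chip as a block, 0.16, 0.18 and 0.25, and within the third chip they were 0.11, 0.09 and 0.25. No member was called over all genes. Adjusted over the list alone, 0, 9 and 3 members were higher. The study chose these lists for this change on these samples, so that neither the medians nor the counts are independent evidence of it.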

**Fig 6:**
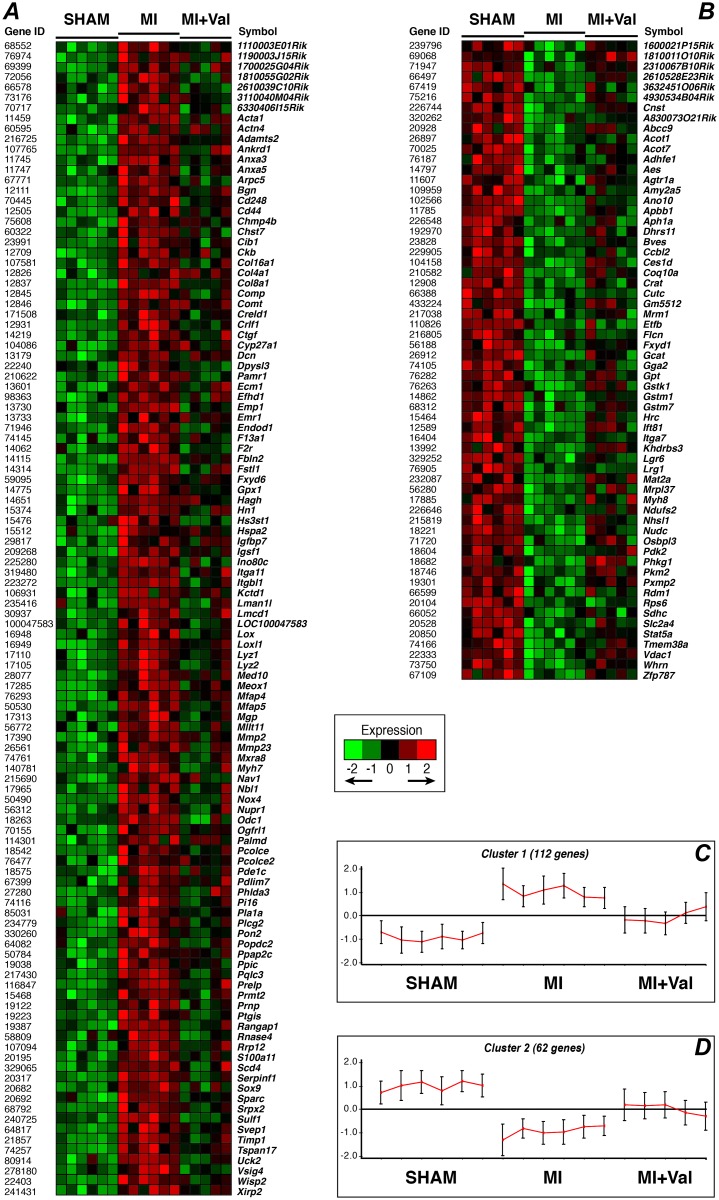
Clusters of genes significantly modulated by valsartan treatment after myocardial infarction. (***A***) Heatmap and (***C***) mean expression pattern of cluster 1, *i*.*e*. genes overexpressed in MI *vs*. sham group and down-regulated in MI+Val *vs*. MI mice. (***B***) Heatmap and (***D***) mean expression pattern of cluster 2, *i*.*e*. genes that were decreased in MI *vs*. sham group and up-regulated in MI+Val *vs*. MI mice. In the heatmaps, normalized expression values are mean-centered and represented with a green, black, and red color scale (green indicates below, black equal to, and red above the mean). In the graphs ***B*** and ***D***, each cluster is represented by the mean expression pattern over all the genes assigned to it for each sample; error bars denote ± 1 SD (n = 6/group).

**Table 3:** GO enrichment analysis of differentially expressed gene clusters.

GO	GO term	p_*corr*_	Gene List
***Cluster_1***			
BP	regulation of cell death	0.001	*Ptgis*, *Plcg2*, *Nox4*, *Anxa5*, *Prmt2*, *Ankrd1*, *Cd44*, *Ctgf*, *Phlda3*, *Gpx1*, *Nupr1*, *Actn4*, *Crlf1*, *Mllt11*, *F2r*, *Timp1*, *Prnp*, *Sox9*, *Mmp2*, *Comp*
	cellular component organization	0.002	*Prmt2*, *Lox*, *Nav1*, *Efhd1*, *Kctd1*, *Sulf1*, *Gpx1*, *F2r*, *Sox9*, *Mmp2*, *Acta1*, *Dpysl3*, *Nox4*, *Mgp*, *Anxa5*, *Hspa2*, *Xirp2*, *Cd44*, *Pdlim7*, *Mfap5*, *Ctgf*, *Col4a1*, *Nbl1*, *Nupr1*, *Actn4*, *2610039C10Rik*, *Arpc5*, *Prnp*, *Adamts2*, *Comp*
	system development	0.001	*Plcg2*, *Odc1*, *Lox*, *Nav1*, *Efhd1*, *Sulf1*, *Gpx1*, *Col8a1*, *F2r*, *Timp1*, *Sox9*, *Mmp2*, *Acta1*, *Ecm1*, *Dpysl3*, *Nox4*, *Mgp*, *Srpx2*, *Ankrd1*, *Cd44*, *Myh7*, *Ctgf*, *Col4a1*, *Sparc*, *Nbl1*, *Serpinf1*, *Nupr1*, *Igfbp7*, *Adamts2*, *Comp*
	regulation of angiogenesis	0.025	*Ptgis*, *Serpinf1*, *Srpx2*, *Anxa3*, *Sulf1*, *Ecm1*
	regulation of developmental process	0.002	*Ptgis*, *Mgp*, *Srpx2*, *Anxa3*, *Ankrd1*, *Sulf1*, *Cd44*, *Pdlim7*, *Ctgf*, *Nbl1*, *Gpx1*, *Serpinf1*, *Nupr1*, *Med10*, *Timp1*, *Palmd*, *Sox9*, *Ecm1*, *Dpysl3*
	cardiovascular system development	0.004	*Nox4*, *Gpx1*, *Srpx2*, *Col8a1*, *Lox*, *Ankrd1*, *Myh7*, *Col4a1*, *Ctgf*, *Sox9*, *Mmp2*, *Ecm1*
	skeletal muscle fiber development	0.035	*Gpx1*, *F2r*, *Col4a1*, *Acta1*
	muscle organ development	0.024	*Gpx1*, *Nupr1*, *Ankrd1*, *F2r*, *Myh7*, *Col4a1*, *Acta1*
	anatomical structure formation involved in morphogenesis	0.041	*Gpx1*, *Srpx2*, *Col8a1*, *Meox1*, *Cd44*, *Col4a1*, *Ctgf*, *Sox9*, *Mmp2*, *Acta1*, *Ecm1*
	tissue development	0.002	*Mgp*, *Ankrd1*, *Sulf1*, *Myh7*, *Cd44*, *Ctgf*, *Col4a1*, *Gpx1*, *Nupr1*, *F2r*, *Sox9*, *Mmp2*, *Acta1*, *Ecm1*, *Adamts2*, *Comp*
	cell adhesion	0.002	*Srpx2*, *Igfbp7*, *Col8a1*, *Itgbl1*, *Wisp2*, *Svep1*, *Cd44*, *Mfap4*, *Itga11*, *Col16a1*, *Ctgf*, *Sox9*, *Comp*
	integrin-mediated signaling pathway	0.012	*Cib1*, *Itgbl1*, *Itga11*, *Ctgf*, *Adamts2*
	regulation of cellular component movement	0.002	*Nox4*, *Nbl1*, *Srpx2*, *Actn4*, *Anxa3*, *Sulf1*, *Timp1*, *F2r*, *Sox9*, *Ecm1*, *Dpysl3*
	regulation of peptidase activity	0.002	*Gpx1*, *Serpinf1*, *Pi16*, *Timp1*, *F2r*, *Cd44*, *Pcolce*, *Ctgf*, *Ecm1*, *Pcolce2*
	regulation of cell proliferation	0.002	*Odc1*, *Nox4*, *Comt*, *Wisp2*, *Sulf1*, *Vsig4*, *Ctgf*, *Sparc*, *Gpx1*, *Serpinf1*, *Nupr1*, *Crlf1*, *Cib1*, *F2r*, *Prnp*, *Sox9*, *Ecm1*
	negative regulation of cell proliferation	0.002	*Nox4*, *Comt*, *Serpinf1*, *Nupr1*, *Cib1*, *Wisp2*, *Sulf1*, *Vsig4*, *F2r*, *Prnp*, *Sox9*
	negative regulation of biological process	0.001	*Plcg2*, *Ptgis*, *Prmt2*, *Lmcd1*, *Kctd1*, *Sulf1*, *Vsig4*, *Phlda3*, *Gpx1*, *Med10*, *Cib1*, *F2r*, *Timp1*, *Sox9*, *Mmp2*, *Ecm1*, *Dpysl3*, *Nox4*, *Anxa5*, *Comt*, *Wisp2*, *Ankrd1*, *Rangap1*, *Cd44*, *Nbl1*, *Serpinf1*, *Nupr1*, *Crlf1*, *Actn4*, *Pde1c*, *Prnp*, *Comp*
	regulation of multicellular organismal process	0.001	*Ptgis*, *Mgp*, *Anxa5*, *Srpx2*, *Anxa3*, *Lmcd1*, *Ankrd1*, *Sulf1*, *Vsig4*, *Cd44*, *Pdlim7*, *Myh7*, *Ctgf*, *Nbl1*, *Gpx1*, *Serpinf1*, *Nupr1*, *F2r*, *Timp1*, *Prnp*, *Sox9*, *Mmp2*, *Ecm1*, *Dpysl3*
	positive regulation of cellular process	0.001	*Ptgis*, *Odc1*, *Prmt2*, *Lmcd1*, *Sulf1*, *Phlda3*, *Gpx1*, *Med10*, *Col8a1*, *F2r*, *Sox9*, *Mmp2*, *Ecm1*, *Dpysl3*, *Fbln2*, *Nox4*, *Anxa5*, *Srpx2*, *Comt*, *Hspa2*, *Anxa3*, *Ankrd1*, *Meox1*, *Cd44*, *Pdlim7*, *Ctgf*, *Nbl1*, *Serpinf1*, *Nupr1*, *Crlf1*, *Actn4*, *Mllt11*
	positive regulation of signal transduction	0.018	*Ptgis*, *Nox4*, *Gpx1*, *Crlf1*, *Lmcd1*, *Ankrd1*, *Sulf1*, *F2r*, *Cd44*, *Ctgf*, *Sox9*, *Ecm1*
	response to stress	0.038	*Ptgis*, *Anxa5*, *Comt*, *Anxa3*, *Lox*, *Hspa2*, *Cd44*, *F13a1*, *Phlda3*, *Gpx1*, *Nupr1*, *Cib1*, *Lyz1*, *Lyz2*, *F2r*, *Ino80c*, *Prnp*, *Mmp2*, *Ecm1*
	extracellular matrix organization	0.002	*Lox*, *Sulf1*, *Mfap5*, *Ctgf*, *Sox9*, *Adamts2*, *Comp*
	sulfur compound metabolic process	0.002	*Chst7*, *Nox4*, *Gpx1*, *Hagh*, *Dcn*, *Sulf1*, *Bgn*
MF	glycosaminoglycan binding	0.001	*Dcn*, *Cd44*, *Pcolce*, *Bgn*, *Prelp*, *Ctgf*, *Comp*, *Pcolce2*, *Dpysl3*, *Fstl1*
	calcium ion binding	0.001	*Mgp*, *Anxa5*, *Anxa3*, *Efhd1*, *S100a11*, *Sulf1*, *Creld1*, *Sparc*, *Actn4*, *Cib1*, *Emr1*, *Cd248*, *Svep1*, *Comp*, *Fstl1*
	extracellular matrix binding	0.002	*Fbln2*, *Dcn*, *Bgn*, *Sparc*, *Ecm1*
	collagen binding	0.023	*Dcn*, *Pcolce*, *Comp*, *Pcolce2*
***Cluster_2***			
BP	cellular modified amino acid metabolic process	0.006	*Gstm1*, *Stat5a*, *Gstk1*, *Mat2a*, *Ccbl2*
	carboxylic acid metabolic process	0.007	*Gstm1*, *Stat5a*, *Gstk1*, *Acot7*, *Mat2a*, *Pkm2*, *Ccbl2*, *Crat*, *Acot1*
	establishment of localization	0.035	*Abcc9*, *Ndufs2*, *Adhfe1*, *Crat*, *Gga2*, *Nudc*, *Fxyd1*, *Ano10*, *Bves*, *Sdhc*, *Tmem38a*, *Agtr1a*, *Stat5a*, *Slc2a4*, *Vdac1*, *Etfb*, *Osbpl3*
MF	transferase activity, transferring alkyl or aryl (other than methyl) groups	0.006	*Gstm1*, *Gstk1*, *Mat2a*, *Gstm7*

GO: Gene Ontology; BP: biological process; MF: molecular function; p_*corr*_: corrected p-value

Quantitative trait analysis showed strong negative correlations between expression levels of several genes in cluster 1 and ipRFAC, with significant correlation coefficients ranging from -0.67 to 0.94 (Table 4). Specifically, an inverse relationship with ipRFAC was observed for: (*a*) ECM genes, included those involved in integrin signaling pathway; (*b*) genes related to cardiac function and repair (cardiovascular system development); (*c*) genes that participate in calcium cell signalling pathways by binding to Ca^2+^; and (*d*) stress response genes, in particular those regulating cell death.

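The level of regional contraction in each mouse was not analysed here, so the values are those of the same genes by group. On average the genes of each group of Table 4 were higher in MI than in sham mice and lower in MI+Val than in MI mice. For the matrix and integrin genes, 14 of 15 were measured, 13 were higher in MI than in sham and 0 lower, and their median log2 fold change was 0.94. For cardiovascular development, 11 of 12 were measured and 11 were higher, with a median of 0.91. For calcium binding, 15 of 15 were measured and 14 were higher, with a median of 0.64. For the response to stress, 18 of 19 were measured and 17 were higher, with a median of 0.61, and for the regulation of cell death 18 of 20 were measured and 18 were higher, with a median of 0.68. When adjusted over the list alone, the counts were 13, 11, 15, 17 and 18. A gene can stand in several of these lists, and the study chose them on these samples, so that the counts are not independent evidence.

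Ctgf, connective tissue growth factor, stands under matrix, cardiovascular development and cell death. Its log2 value was 10.64 ± 0.27 (SD, n = 6) in sham, 12.13 ± 0.35 (SD, n = 6) in MI and 11.47 ± 0.61 (SD, n = 5) in MI+Val mice. Svep1, a calcium-binding adhesion protein, rose by 1.44 in MI over sham (adjusted p = 2.397e-04 in limma), Fstl1, a secreted glycoprotein related to follistatin, by 0.93 (adjusted p = 4.543e-04) and Cd44, the receptor of hyaluronan, by 1.22 (adjusted p = 2.397e-04), or 0.69 by its second probe. Srpx2 rose by 0.87 (adjusted p = 2.397e-04) and Sulf1, a sulfatase of heparan sulfate, by 0.86 (adjusted p = 2.030e-04). Ptgis, prostacyclin synthase, rose by 0.90 (adjusted p = 0.00195) and Anxa3, an annexin, by 0.61 (adjusted p = 0.00174). In MI+Val against MI none of these genes passed an adjusted p under 0.05 over all genes. Adjusted over the list alone, 11 of the matrix, 7 of the cardiovascular, 12 of the calcium, 14 of the stress and 14 of the cell death genes were lower in MI+Val. The medians between MI+Val and MI were -0.53, -0.53, -0.42, -0.32 and -0.37, or -0.49, -0.59, -0.40, -0.28 and -0.32 with chip as a block. Within the third chip they were smaller, at -0.27, -0.22, -0.14, -0.10 and -0.13.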

**Table 4:** Correlations between gene expression in specified GO gene sets and ipRFAC.

GO terms	*Gene Symbol*	*r*	p
Integrin-mediated signaling pathway and/or Extracellular matrix organization & binding	*Bgn*	-0.943	< 1 × 10^−7^
	*Itgbl1*	-0.929	1.00 × 10^−7^
	*Ctgf*	-0.922	1.00 × 10^−7^
	*Fbln2*	-0.915	3.00 × 10^−7^
	*Mfap5*	-0.909	5.00 × 10^−7^
	*Adamts2*	-0.888	1.90 × 10^−6^
	*Itga11*	-0.86	9.40 × 10^−6^
	*Ecm1*	-0.812	7.57 × 10^−5^
	*Comp*	-0.812	7.52 × 10^−5^
	*Dcn*	-0.798	1.25 × 10^−4^
	*Sulf1*	-0.759	4.11 × 10^−4^
	*Lox*	-0.756	4.49 × 10^−4^
	*Sparc*	-0.756	4.46 × 10^−4^
	*Cib1*	-0.74	6.86 × 10^−4^
	*Sox9*	-0.676	2.88 × 10^−3^
Cardiovascular system development	*Ctgf*	-0.922	1.00 × 10^−7^
	*Nox4*	-0.886	2.30 × 10^−6^
	*Ankrd1*	-0.884	2.60 × 10^−6^
	*Col8a1*	-0.878	3.60 × 10^−6^
	*Gpx1*	-0.836	2.93 × 10^−5^
	*Srpx2*	-0.826	4.48 × 10^−5^
	*Ecm1*	-0.812	7.57 × 10^−5^
	*Mmp2*	-0.811	7.94 × 10^−5^
	*Myh7*	-0.792	1.48 × 10^−4^
	*Lox*	-0.756	4.49 × 10^−4^
	*Sox9*	-0.676	2.88 × 10^−3^
	*Col4a1*	-0.619	8.05 × 10^−3^
Calcium ion binding	*Svep1*	-0.867	6.80 × 10^−6^
	*Fstl1*	-0.833	3.32 × 10^−5^
	*Anxa3*	-0.823	5.00 × 10^−5^
	*Comp*	-0.812	7.52 × 10^−5^
	*Efhd1*	-0.797	1.27 × 10^−4^
	*Mgp*	-0.793	1.45 × 10^−4^
	*Cd248*	-0.793	1.46 × 10^−4^
	*S100a11*	-0.782	2.08 × 10^−4^
	*Emr1*	-0.773	2.78 × 10^−4^
	*Sulf1*	-0.759	4.11 × 10^−4^
	*Sparc*	-0.756	4.46 × 10^−4^
	*Cib1*	-0.74	6.86 × 10^−4^
	*Creld1*	-0.728	9.22 × 10^−4^
	*Actn4*	-0.722	1.07 × 10^−3^
	*Anxa5*	-0.708	1.48 × 10^−3^
Regulation of cell death	*Ctgf*	-0.922	1.00 × 10^−7^
	*Timp1*	-0.895	1.20 × 10^−6^
	*Nox4*	-0.886	2.30 × 10^−6^
	*Ankrd1*	-0.884	2.60 × 10^−6^
	*Cd44*	-0.849	1.66 × 10^−5^
	*Gpx1*	-0.836	2.93 × 10^−5^
	*Crlf1*	-0.834	3.12 × 10^−5^
	*Plcg2*	-0.832	3.38 × 10^−5^
	*Nupr1*	-0.824	4.84 × 10^−5^
	*Comp*	-0.812	7.52 × 10^−5^
	*Mmp2*	-0.811	7.94 × 10^−5^
	*Phlda3*	-0.8	1.14 × 10^−4^
	*Ptgis*	-0.798	1.23 × 10^−4^
	*Mllt11*	-0.784	1.92 × 10^−4^
	*Prmt2*	-0.777	2.40 × 10^−4^
	*Actn4*	-0.722	1.07 × 10^−3^
	*Prnp*	-0.711	1.38 × 10^−3^
	*Anxa5*	-0.708	1.48 × 10^−3^
	*Sox9*	-0.676	2.88 × 10^−3^
	*F2r*	-0.667	3.45 × 10^−3^
Response to stress	*Comt*	-0.866	7.10 × 10^−6^
	*Cd44*	-0.849	1.66 × 10^−5^
	*Lyz1*	-0.849	1.60 × 10^−5^
	*Gpx1*	-0.836	2.93 × 10^−5^
	*Nupr1*	-0.824	4.84 × 10^−5^
	*Anxa3*	-0.823	5.00 × 10^−5^
	*Lyz2*	-0.814	6.97 × 10^−5^
	*Ecm1*	-0.812	7.57 × 10^−5^
	*Mmp2*	-0.811	7.94 × 10^−5^
	*Phlda3*	-0.8	1.14 × 10^−4^
	*Ptgis*	-0.798	1.23 × 10^−4^
	*Lox*	-0.756	4.49 × 10^−4^
	*Cib1*	-0.74	6.86 × 10^−4^
	*F13a1*	-0.717	1.19 × 10^−3^
	*Prnp*	-0.711	1.38 × 10^−3^
	*Anxa5*	-0.708	1.48 × 10^−3^
	*Hspa2*	-0.705	1.56 × 10^−3^
	*Ino80c*	-0.685	2.39 × 10^−3^
	*F2r*	-0.667	3.45 × 10^−3^

*r*: correlation coefficient; p: parametric p-value

## Discussion

Cardiac magnetic resonance imaging in cardiovascular research is generally used to measure myocardial mass, LV volumes, or EF. Although such measures of global function are very useful, in the MI setting, where contractile dysfunction is generally localized to specific coronary territories, it is critically important to evaluate regional myocardial function.

We already reported the CMR regional quantification of LV function by RFAC analysis where the LV cavity was divided into several regions and the RFAC computed for each sector and clearly visualized in a "bull’s eye" format [12]. This approach, allowing the non-invasive localization of the infarction and the accurate functional characterization of the post-ischemic cardiac remodeling, has potential application for assessing the effectiveness of pharmacological treatments or regenerative medicine interventions. To explore this idea, we investigated the ability of RFAC in discriminating the effects of treatment with valsartan, a selective inhibitor of AT1R, on LV regional endocardial wall motion and systolic function in mouse model of MI. The choice of valsartan was motivated by the role of the renin—angiotensin—aldosterone system (RAAS) in cardiovascular disease, whose activation results in increased serum level of angiotensin II that perpetuates vasoconstriction, endothelial dysfunction, LV hypertrophy, myocardial fibrosis and remodeling [24–26]. Modulation of the RAAS has long been acknowledged as a target of pharmacological treatment for primary and secondary cardiovascular prevention. Clinical evidence showed that long-term administration of RAAS blockers, such as ACE inhibitors and angiotensin receptor blockers, plays a critical role in post-infarction LV remodeling attenuating fibrosis in both infarcted and non-infarcted myocardium and consequently promoting the improvement of heart function and survival [27, 28].

This paper, while confirming that RFAC is a sensitive and accurate tool for LV endocardial wall motion characterization [12], clearly highlights the effectiveness of this regional index, compared to global parameters, in discriminating qualitatively and quantitatively the effects of pharmacological intervention on cardiac performance.

Throughout the follow-up, bull’s eye visualization showed that anterior myocardial infarction resulted in acute loss of LV systolic function and progression of LV impairment. The expansion of damaged myocardium affected not only apical and anterior sectors, but also the inferior and posterior mid-papillary regions, indicating a progressive loss of contraction in remote non-infarcted tissue probably as a result of LV stiffness and remodeling. Most interestingly, RFAC analysis accurately located the regions where valsartan exerted its protective effect, highlighting the drug efficacy in improving contractile function and reducing maladaptive remodeling. At 1-week post surgery, when remodeling was still progressing, even in the presence of many processes that could act as confounding factors (such as inflammation, angiogenesis and granulation tissue formation), RFAC was able to show significant differences in mid-apical regions between MI and MI+Val groups. At 4 weeks, when the remodeling was almost complete, differences between groups became even more significant and localized mostly in the mid apical free wall region. Tissue analysis of these latter zones showed, at the cellular level, attenuated myocyte hypertrophy, reduction in number of proliferating fibroblast and decreased deposition of interstitial collagen, which were associated with an overall beneficial effect on ventricular remodeling and with improved heart function.

The protective effect documented by CMR is consistent with results from genome-wide gene expression profiling. This analysis shows that valsartan exerted its function by modulating target genes involved in several processes such as cell death and proliferation, Ca^2+^ binding, integrin-mediated signaling, ECM organization and response to stress, which were significantly altered by infarct and almost restored to the normal level by valsartan treatment (Fig 6). 

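Of the 464 genes changed between MI and sham, 458 (98.7%) differed between MI+Val and MI in the opposite direction. The median share of the MI change that was reversed was 0.510, and it was over 0.5 in 246 genes, while 9 genes went past the sham mean. The share was 0.52 for genes higher and 0.50 for genes lower in MI. By mouse it was 0.578, 0.627, 0.670, 0.436 and 0.248 (SD 0.172, n = 5), with the lower 2 values in the 2 MI+Val mice of the third chip. The share was 0.489 with chip as a block, over the 187 genes called between MI and sham in that model. Across the 464 genes, which are not independent replicates, the changes MI minus sham and MI+Val minus MI had a Pearson correlation of -0.94.

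Both changes share the MI mice, so part of this opposition arises without any treatment effect. In 50 simulations of MI+Val mice drawn without an effect, the median share was 0.132, with a range of -0.143 to 0.308, the genes of opposite direction made up a median of 68.1% and at most 88.3%, and the correlation had a median of -0.43 and a range of -0.74 to 0.48. The MI mice were also split into 3 and 3, so that each comparison had its own. Each of 20 ordered splits called 70 to 391 genes between MI and sham. Over the genes that each split called, the share had a median of 0.357 and a range of 0.244 to 0.534, and the correlation a median of -0.86. Over the 464 genes, which were called with all MI mice, the share in these splits had a median of 0.515 and a range of 0.368 to 0.671. Over all 8236 genes the covariance of both changes was -0.0353, against a median of -0.0119 in the simulations, and it had a median of -0.0242 over the splits.

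Against sham, 1 gene was called in MI+Val mice, Fbln2, and 597 had an unadjusted p under 0.05. The methods' t-test after the same adjustment also called 1 gene, and with chip as a block 4 genes were called. Gene groups still stood apart from sham. Activated fibroblast markers had a median of 0.57 in MI+Val over sham (adjusted p = 2.757e-07 with camera), the fetal and stress genes 0.36 (adjusted p = 5.035e-08) and collagens 0.31 (adjusted p = 1.909e-10), and these 3 calls held with an estimated correlation, at adjusted p = 0.00931, 0.0391 and 0.0166, but adjusted over the lists that do not come from the paper the fetal and stress genes missed the threshold with an estimated correlation (adjusted p = 0.0730). Blocking by chip gave medians of 0.54, 0.34 and 0.31. Genes of the citrate cycle had a median of -0.22 in MI against sham (adjusted p = 6.299e-04) and 0.00 in MI+Val against sham (adjusted p = 0.572). The former call was lost with the variance filter (adjusted p = 0.140) and, adjusted over the lists that do not come from the paper, with an estimated correlation (adjusted p = 0.0627). From its own expression profiling (Fig 6) the paper concludes that valsartan modulated target genes of several processes that the infarct had altered, and that it almost restored them to the normal level.

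**Figure D2:**
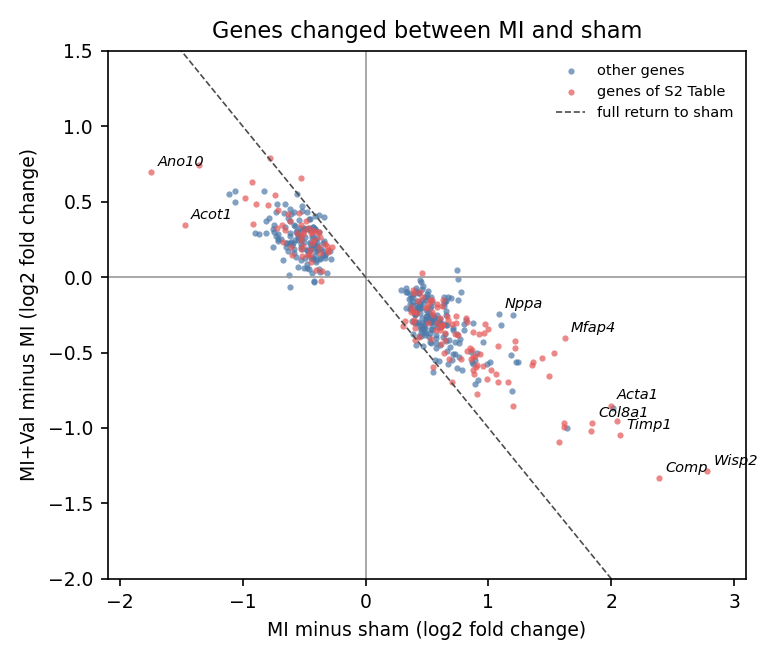
Log2 fold change of MI minus sham (horizontal axis) and of MI+Val minus MI (vertical axis) for the 464 genes changed between MI and sham, with 1 point per gene. Genes of S2 Table are red and other genes blue, and on the dashed line the MI+Val mean equals the sham mean. Most points lie between the dashed line and 0, at a median share reversed of 0.510.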

Coherently, several genes, belonging to the above biological processes and molecular functions, showed an inverse correlation with RFAC, *i*.*e*. the greater the LV regional wall motion and contraction, the lower their expression. Indeed, cardiac development, Ca^2+^ signaling, ECM, and stress response related genes showed higher expression in the LV remote non-infarcted free wall of sham mice, intermediate in the valsartan-treated MI group, and lower in untreated MI mice, suggesting that infaction induces compensatory/repair pathways which are attenuated by valsartan protective effects.

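By group, the mean levels of these genes were highest in MI, intermediate in MI+Val and lowest in sham mice. Of 15 measured calcium-binding genes of Table 4, all 15 had a higher mean in MI than in sham, 0 a higher mean in MI+Val than in MI, and 15 a higher mean in MI+Val than in sham. Of 18 measured stress response genes these numbers were 18, 0 and 18, of 14 matrix and integrin genes 14, 0 and 13, and of 11 genes of cardiovascular development 11, 1 and 11. The median of MI+Val over sham was 0.34, 0.30, 0.43 and 0.38 on the log2 scale, in the same order of lists. Blocked by chip, the medians were 0.35, 0.28, 0.43 and 0.36. The study chose these lists on these samples, so that this order is not independent evidence.

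Ankrd1, a stress-responsive ankyrin protein of the cardiomyocyte, had a log2 value of 11.53 ± 0.19 in sham, 13.06 ± 0.13 in MI and 12.55 ± 0.78 in MI+Val mice (SD, n = 6, 6 and 5). Myh7, the slow myosin heavy chain, had 6.56 ± 0.12, 8.13 ± 0.60 and 7.04 ± 0.84, and Cd248, a stromal cell marker, 7.42 ± 0.25, 8.29 ± 0.24 and 7.80 ± 0.16. The MI+Val mice were widely spread for Ankrd1 and Myh7. The second probe of Ankrd1 gave 0.93 for MI minus sham and -0.34 for MI+Val minus MI, against 1.53 and -0.51 for the probe used. On the first and second chips, MI+Val minus MI was -0.98 and -0.98 for Ankrd1 and -1.95 and -1.59 for Myh7, whereas it was 0.14 for both genes on the third. The difference between MI+Val and MI missed the adjusted threshold for Ankrd1 (-0.51, adjusted p = 0.533 in limma), Myh7 (-1.09, adjusted p = 0.255) and Cd248 (-0.49, adjusted p = 0.255).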

Importantly, genes playing key roles in the development of the pro-fibrotic process were massively upregulated in remote non-infarcted myocardium in the MI group and, consistent with a recent report [29], significantly modulated by Valsartan. In particular, post-MI remodeling was associated with a complex response of genes encoding ECM-related molecules, such as Tissue Inhibitor of Metalloproteinases-1 (TIMP1) and Fibulin 2. 

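Timp1, which inhibits matrix metalloproteinases, had a log2 value of 7.02 ± 0.44 (SD, n = 6) in sham and 9.09 ± 0.32 (SD, n = 6) in MI mice, a log2 fold change of 2.07 (standard error 0.25, adjusted p = 1.038e-04 in limma). Fbln2, which encodes fibulin 2, had 9.39 ± 0.18 (SD, n = 6) and 10.47 ± 0.07 (SD, n = 6), a log2 fold change of 1.08 (standard error 0.09, adjusted p = 1.846e-06), or 0.87 by its second probe. Every MI mouse lay above every sham mouse for both genes. Within the 3 chips the difference was 1.52, 2.14 and 1.73 for Timp1 and 1.15, 1.06 and 1.19 for Fbln2. With chip as a block, Timp1 rose by 1.82 (adjusted p = 6.944e-04) and Fbln2 by 1.14 (adjusted p = 6.000e-06).

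Of 11 measured metalloproteinases and their inhibitors, 4 were higher in MI than in sham and 0 lower (6 and 0 when adjusted over the list alone), with a median of 0.44 (adjusted p = 6.382e-06 with camera, and 0.00102 with an estimated correlation). Mmp2, a gelatinase, rose by 0.50 (adjusted p = 0.00450) and Mmp23 by 0.74 (adjusted p = 0.00577). Timp2 had 0.33 (adjusted p = 0.0431), a call lost with chip as a block (0.29, adjusted p = 0.181). Of 13 measured collagens, 5 were higher and 0 lower (10 and 0 when adjusted over the list alone), with a median of 0.46 (adjusted p = 6.284e-10 with camera, and 0.0162 with an estimated correlation). They included Col16a1 with 0.96 (adjusted p = 0.00166) and Col14a1 with 0.87 (adjusted p = 0.00245), whose second probe gave 0.26. Col5a1 had 0.57 (standard error 0.14, adjusted p = 0.0214), and with chip as a block its change was 0.62 with a larger standard error of 0.16, which missed the threshold (adjusted p = 0.0564). Col1a1 and Col3a1, the chains of the main fibrillar collagens, had 0.55 (adjusted p = 0.193) and 0.42 (adjusted p = 0.172) and were not called. The medians of both lists with chip as a block were 0.42 and 0.43.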

Elevated TIMPs have been demonstrated in the infarcted heart [30, 31] and contributed to collagen accumulation in the process of scar formation probably by stimulating fibroblast growth [30, 32, 33]. Thus, TIMP1 over-expression may favor cardiac fibrosis not only by inhibiting matrix metalloproteinase, but also by independent direct pro-fibrotic mechanisms. Fibulin 2 is an ECM protein that can interact with a wide range of ECM proteins and be incorporated into various extracellular structures. A number of observations [34, 35] suggest that Fibulin 2 plays significant roles in embryonic development and tissue remodeling. 

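In MI+Val mice the log2 value of Timp1 was 8.04 ± 0.71 (SD, n = 5), which is 1.05 below the mean of MI (standard error 0.27, 95% interval -1.61 to -0.49), and that of Fbln2 was 10.01 ± 0.15 (SD, n = 5), 0.46 below MI (standard error 0.10, 95% interval -0.66 to -0.25). The second probe gave -0.96 for Timp1 and -0.15 for Fbln2, the latter outside the interval of the probe used. All 5 MI+Val mice lay below the mean of MI for each gene. Over all genes neither difference passed the adjusted threshold (adjusted p = 0.233 for Timp1 and 0.135 for Fbln2 in limma). Within the 3 chips, MI+Val minus MI was -1.09, -1.62 and 0.02 for Timp1 and -0.54, -0.47 and -0.47 for Fbln2. Against sham, Fbln2 was higher by 0.62 (adjusted p = 0.0365), a call lost without any 1 of 13 of the 17 mice, and Timp1 had 1.02 and missed the threshold (adjusted p = 0.234). The 11 metalloproteinases and inhibitors shifted by a median of -0.25 between MI+Val and MI (adjusted p = 0.00239 with camera, and 0.0181 with an estimated correlation), or -0.22 with chip as a block, and the call was lost without the filter on dim probes (adjusted p = 0.0940). For the 13 collagens the median was -0.07 and the mean -0.18 (adjusted p = 0.00915 with camera), and the call was lost with an estimated correlation (adjusted p = 0.271 with an estimated correlation). Col16a1 differed by -0.59 (adjusted p = 0.272) and Col14a1 by -0.56 (adjusted p = 0.272), with -0.01 for its second probe. By contrast, Col1a1 had 0.20 (adjusted p = 0.841), or 0.01 with chip as a block, and Col3a1 had 0.08 (adjusted p = 0.918). Col1a2, chosen after its values were seen, had -0.26 (adjusted p = 0.758).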

Following valsartan treatment, this group of genes was negatively regulated. This data, together with the evidence of the anti-hypertrophic and anti-fibrotic effects observed by tissue analysis, led us to hypothesize that these factors likely participate in convergent pathways. Further investigation will delineate their specific contributions and may provide novel therapeutic targets.

Clinical evidences show that infarction affects both LV and LA and the ability of the latter to respond to a decrease in LV compliance by increasing its size [36]. Indeed, after infarction, LV end-diastolic pressure and wall tension increase [37] and, consequently, LA enlarges to maintain adequate LV filling: these modifications, indexed by LA volume quantitation, can be used as a sensitive and specific tool for the detection of LV dysfunction [16, 38, 39]. The beneficial effects on LV global volumes and RFAC exerted by valsartan were confirmed by the echocardiographic analysis of LA volume. Concurrently to LA enlargements, also LA appendage increased in lengths and this process appeared to progress over time. Tissue analyses revealed that the increase in dimension was accompanied to an increase in fibrosis in MI group, probably as direct consequence of LV dysfunction and hemodynamic atrial overload [40, 41]. Treatment with valsartan attenuated LV dysfunction, and this was associated with regression of atrial and appendage myocardium remodeling.

LA volume increase reflects the average effect of LV filling pressures over time [36, 42] and is an index of ventricular dysfunction. We also observe that, for murine MI model, the LA volume increase is a more sensitive marker of LV dysfunction than the posterior wall thickness, which showed only minimal changes.

In summary, our study provides strong evidence that in the evaluation of a pharmacological therapy following infarction, RFAC can detect (and localize) much subtler changes in cardiac performance than EF, which is the weighted average of the RFAC on the whole ventricle volume. Comparing RFAC with strain echocardiography could add more information on regional function and/or the benefits of RFAC, but unfortunately this echocardiographic tool is unavailable to us.

## Conclusions

RFAC index accurately monitored the efficacy of a pharmacological treatment during the follow-up and indicated the inferior and posterior sectors of the LV remote non-infarcted free wall as those where valsartan exerted a protective effect on contraction. This data was supported by evidences at the cellular level indicating attenuated myocyte hypertrophy, reduction in number of proliferating fibroblast and decreased deposition of fibrillar collagen, and by modulation of relevant gene pathways. The overall beneficial effect on ventricular remodeling was additionally confirmed by attenuation of LA enlargement.

Taken together, these data indicate that RFAC index could be applied in studies assessing localized and global wall motion differences secondary to standard pharmacological treatment in a mouse model of infarction.

This information might serve to provide a novel view on the evaluation of tissue injury and its response to ischemia, and contribute to gain new insights into the evaluation of new therapies, which in the future could be translated to acute MI patients.

## Supporting Information

S1 Table LV structure and function by Echocardiography.

S2 Table List of differentially expressed genes.

# Supplementary material for: Evaluation of Left Ventricle Function by Regional Fractional Area Change (RFAC) in a Mouse Model of Myocardial Infarction Secondary to Valsartan Treatment
**Source:** PLoS One. 2015 Aug 20;10(8):e0135778. doi: 10.1371/journal.pone.0135778
**Supplement:** S1 Table

**S1 Table.** **LV structure and function by Echo.**

|  | Mice | LV EDV  (μl) | LV ESV  (μl) | LV SV  (μl) | LV EF  (%) | LV mass  (mg) | PWth (D)  (mm) |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Baseline** | 12 | 40± 2 | 9 ± 2 | 30 ± 1 | 76 ± 3 | 87 ± 4 | 0.78 ± 0.02 |  |
| **24h** | | | | | | | | |
| Sham | 12 | 41 ± 2 | 12 ± 1 | 29 ± 2 | 70 ± 3 | 85 ± 4 | 0.78 ± 0.03 |  |
| MI and MI+Val | 24 | 64 ± 3^§§§^ | 39 ± 2^§§§^ | 25 ± 2 | 38 ± 1^§§§^ | 103 ± 7 | 0.79 ± 0.03 |  |
| MI | 12 | 66 ± 4 | 40 ± 3 | 26 ± 2 | 40 ± 2 | 106 ± 10 | 0.79 ± 0.05 |  |
| MI+Val | 12 | 62 ± 5 | 39 ± 3 | 23 ± 2 | 37 ± 2 | 101 ± 9 | 0.78 ± 0.04 |  |
| **1w** | | | | | | | | |
| Sham | 12 | 43 ± 2 | 10 ± 1 | 32 ± 2 | 76 ± 3 | 85 ± 3 | 0.84 ± 0.03 |  |
| MI | 12 | 101 ± 11^§§§^ | 67 ± 9^§§§^ | 34 ± 4 | 34 ± 4^§§§^ | 125 ± 14^§§§^ | 0.97 ± 0.05^§^ |  |
| MI+Val | 12 | 76 ± 4^*^ | 45± 4^**^ | 31 ± 2 | 41 ± 3 | 128 ± 11 | 0.81 ± 0.05^*^ |  |
| **4w** | | | | | | | | |
| Sham | 12 | 45 ± 2 | 12 ± 2 | 34 ± 1 | 75 ± 3 | 94± 4 | 0.91 ± 0.05 |  |
| MI | 12 | 130 ± 11^§§§^ | 92 ± 9^§§§^ | 38 ± 3 | 30 ± 2^§§§^ | 175 ± 14^§§§^ | 1.06 ± 0.05^§^ |  |
| MI+Val | 12 | 97 ± 5^**^ | 63 ± 4^**^ | 33 ± 3 | 35 ± 3 | 134 ± 8^**^ | 0.82 ± 0.03^**^ |  |

Echocardiographic evaluation of LV structure and function at the baseline and in sham, MI and MI+Val groups during the follow-up period. Values are presented as mean ± SEM. ^*^ p<0.05 and ^**^ p<0.01 *vs* MI. § p<0.05 and §§§ p<0.001 *vs* Sham.

# Supplementary material for: Evaluation of Left Ventricle Function by Regional Fractional Area Change (RFAC) in a Mouse Model of Myocardial Infarction Secondary to Valsartan Treatment
**Source:** PLoS One. 2015 Aug 20;10(8):e0135778. doi: 10.1371/journal.pone.0135778
**Supplement:** S2 Table

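S2 Table gives, for each of 174 genes, the fold change of MI over sham and of MI+Val over MI, with a minus sign for a decrease, as the authors computed them from their normalized values. Of the 174 genes, 166 were measured here, and the others had no matching symbol among the annotated probes or a probe below the signal minimum. All 166 had the direction of the table for MI against sham, and 153 were among the genes called between MI and sham. For MI+Val against MI, 163 of the 166 had the direction of the table. Across genes, which are not independent replicates, the log2 folds of the table and those computed here had a Pearson correlation of 0.94 for both comparisons. Of the 80 genes that the table marks as changed between MI+Val and MI, 75 were measured. Of these 75, 73 had an unadjusted p under 0.05 and 61 an unadjusted p under 0.01 in limma. The genes were chosen on these samples, so these counts are not independent evidence. Between MI+Val and sham, 101 of the 166 genes had an unadjusted p under 0.05.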

**S2 Table.** Whole-genome gene expression analysis.

How the deposited data were processed for this re-analysis (not part of the article)

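The series holds RNA from the non-infarcted free wall of the left ventricle of 17 mice, 6 sham-operated, 6 infarcted (MI) and 5 infarcted and treated with valsartan at 1 mg/kg/day (MI+Val), taken at week 4. Each array is of 1 mouse. The authors deposited, for each of 45281 probes, the mean bead signal as an intensity, with no background subtraction or normalization, as the scanner's software gives it. Beside it the authors deposited a detection p-value, the share of negative control probes brighter than the probe. The authors also deposited normalized values on a log2 scale, after variance stabilizing transformation and robust spline normalization over the 17 arrays. The submitters' processing notes name the lumi package and R 3.0.1 for these. The signal of control probes is not used here. The sample labels gave group and replicate number, and the array identifiers gave the chip.

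The signal was processed with limma 3.58.1 under R 4.3.3. The neqc function estimated background from the detection p-values, added an offset of 16, quantile normalized the arrays and took log2. Probes with 1 gene symbol were kept where the 33rd percentile of the signal was at least 125, and the probe with the largest interquartile range was taken for each gene. This left 8236 genes. Choosing by the interquartile range favours the probe with the larger change. Of 149 genes called between MI and sham that had several probes, the probe used had the largest change in 131, and another probe had the opposite direction in 10. On an array, a median of 14491.5 probes in sham, 15067.5 in MI and 14513 in MI+Val mice had a detection p under 0.01. The offset makes changes of dim genes smaller than the same background correction without an offset would.

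One linear model with the 3 groups gave an F test, at an adjusted p under 0.10, and the comparisons MI vs sham, MI+Val vs MI and MI+Val vs sham, at an adjusted p under 0.05, all with empirical Bayes moderation and Benjamini-Hochberg adjustment over genes. No covariate was in the model. Gene lists were fixed before the data were examined, 48 in all, of which 9 came from the paper's tables and 3 had fewer than 3 measured genes. They were tested with camera at a correlation of 0.01, two-sided, with adjustment over lists, and again with an estimated correlation and with fry. Means over the clusters of S2 Table were compared by two-sided exact permutation tests. The share of the MI change reversed in MI+Val was the median, over genes changed between MI and sham, of the change from MI to MI+Val divided by the change from sham to MI, with its sign turned. It was compared with 50 simulations of unchanged groups and with 20 ordered splits of the MI mice.

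The genes named were set by a rule before the data were examined, which gave 75 genes. It took the 10 genes with the largest change at an adjusted p under 0.05 in MI vs sham, the 10 with the smallest p in MI+Val vs MI where none passed, up to 4 members of each described list with the smallest p in MI vs sham and up to 2 in MI+Val vs MI, and genes that the paper names or that mark the cells concerned. The paper's tables had been seen when the rule was written.

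The model was tested on simulated data with 50 changed genes of each size. Between MI and sham, 29 were called at a log2 change of 0.5, 43 at 0.75, 48 at 1 and 50 at 1.5, with 7 false calls among 177. Between MI+Val and MI these numbers were 20, 40, 48 and 50, with 9 false calls among 167. The simulated noise was normal and independent between genes, with no effect of the chip. These counts therefore need not hold for the real arrays, and do not show that changes of these sizes were absent from them.

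Alternatives changed the background correction, normalization, probe filters, probe per gene, chip as a fixed or random block, replicate number as a block, array weights, the samples in the fit, the test and threshold, the lists adjusted together, and left out each mouse in turn. The replicate numbers were treated as numbers only. Of 16 pairs of arrays with the same number in different groups, 4 had a correlation over 0.1 after removal of group means, and 4 correlated best with their own number. A variance filter written from the description in the methods entered as an alternative only. It left 2604 genes, whereas the paper gives 8633 after all its filters. Results with this filter therefore do not stand for the authors' own filter. Regional contraction per mouse was not analysed here. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.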

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

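The counts of other splits, apart from that of the F test, and the tests of the cardiomyocyte share and of scar tissue were chosen only after the result was seen. Among 238 groups of 5 or 6 arrays examined for a value far from the others, 13 stood apart, where chance gives about 11.9. The log2 values that lay far from the rest of their group were those of Acta2 in MI 4 (8.93), Col3a1 in sham 1 (5.55), Col8a1 in MI+Val 5 (8.11), Cs in sham 1 (12.02), Gstm1 in MI+Val 3 (10.67), Pdhb in MI+Val 1 (9.55) and MI 1 (9.29), Ptgis in sham 5 (8.10), Rcan1 in sham 2 (4.69), Tcf21 in sham 6 (7.59), Vdac1 in sham 5 (11.57) and Vim in sham 5 (9.58). The array of MI 1 had 13929 detected probes, and the nearest MI array 14889.

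Of the 464 genes changed between MI and sham, 311 are absent from S2 Table, 174 of them higher and 137 lower in MI. That table used other tests and thresholds, the F test first, on the authors' normalized values. Absence from it therefore need not mean that a gene did not change there. Rcan1 rose by 2.01 and Angptl7 by 1.64 on the log2 scale. Macrophage markers were higher in MI than in sham (adjusted p = 3.598e-14 with camera) and genes of fatty acid oxidation were lower (adjusted p = 1.213e-04). Some macrophage markers, among them Vsig4, Lyz2 and F13a1, stand in S2 Table, whose genes the study chose on these samples.

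MI+Val mice lay between sham and MI mice. If the MI mice shared by both comparisons made this pattern, the share reversed would vanish once each comparison had its own MI mice. The lowest share over the 20 ordered splits was 0.244, over the genes that the split itself called. If the chip made it, the share would vanish with chip as a block, and it was 0.489. These values argue against either as the whole cause, and an effect of valsartan remains as a hypothesis, since it was tested on the data in which it was found. How far MI+Val mice returned is less certain, since the 2 MI+Val mice of the third chip had the lowest shares.

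Matrix, fibroblast and macrophage genes were higher in MI than in sham. If the other cells did not change themselves, a lower share of cardiomyocyte RNA would raise the markers of all of them alike. The fibroblast and macrophage score rose by 0.673 and the score of endothelial and smooth muscle cells by 0.013. The difference was 0.660 (exact permutation p = 0.00216, the smallest possible), or 0.526 with chip as a block. The endothelial and smooth muscle score rose by 0.094 with chip as a block and by 0.068, 0.104 and 0.115 within the 3 chips. Under that condition, which was not tested, these values argue against such a share as the whole cause. A part played by it stays open. With chip as a block the fibroblast and macrophage score rose by 0.620, which argues against the chip. Scar tissue in the sample stays open, since the median of Col1a1, Col1a2 and Col3a1 was 0.418 higher in MI, close to the 0.456 of all 31 other measured matrix genes. It lay below the 0.957 of the 15 called among these, but those were chosen for being called, so this comparison decides nothing. A change in the free wall itself and some scar in the sample cannot be told apart for these genes.

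Between MI+Val and MI, the mean difference over Col1a1, Col1a2 and Col3a1 was 0.01 (exact permutation p = 0.944). The single genes had 0.20, -0.26 and 0.08, or 0.01, -0.14 and 0.07 with chip as a block. None of them passed an adjusted p under 0.05 in limma. The other 10 collagens had a mean difference of -0.24 (exact permutation p = 0.0216). Chosen after their values were seen, Col8a1 (-0.97, and -0.63 for its second probe), Col16a1 (-0.59) and Col14a1 (-0.56, but -0.01 for its second probe) were the lowest of these. Col4a1 (0.03), Col4a2 (0.11) and Col15a1 (0.17) were not lower, or had -0.04, -0.12 and 0.02 with chip as a block, so that members of both sets overlap. The mean difference of the 3 genes lay 0.245 above that of the other 10 (exact permutation p = 0.0455), with Col1a2 chosen after its values were seen. The 91 genes with probes as dim that were called higher in MI had a median share reversed of 0.529. Those genes were chosen for being called, and the 3 genes were not called. This comparison therefore cannot decide whether dim probes explain why the mean of the 3 genes did not fall. With chip as a block the mean difference of the 3 genes was -0.02 (-0.0191) with a standard error of 0.188, so a part played by the chip stays open.

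Chance was tested with 100 splits of the mice, which ignored the chips. Lists were the 36 tested lists that do not come from the paper, adjusted over these. Some of them hold genes of S2 Table, which the study chose on the real groups. Chance is called unlikely where fewer than 5 of 100 splits, the real one included, were as large. Except for the F test, this rule was set after the result was seen, and it cannot exclude chance. For MI vs sham, chance was unlikely for the count of genes (464 against at most 51 in the other splits, 1 of 100 as large). It was also unlikely for lists with an estimated correlation (10 against 2, 1 of 100). For lists with the preset correlation chance was not excluded (15 against 18, 6 of 100). For MI+Val vs MI, chance was not excluded for genes at an unadjusted p under 0.05 (760 against 985; 5 of 100). The split with 985 exchanged only 1 mouse of each group, so it kept most of the real grouping. It put all 5 arrays of the first chip in 1 group and all 3 of the third in the other. With chip as a block the real count was 552. For lists in that comparison chance was unlikely with the preset correlation (17 against 15, 1 of 100). With an estimated correlation another split called 6 lists, more than the real 5 (2 of 100). That count met the rule without excluding chance. For MI+Val vs sham chance was not excluded for genes at an unadjusted p under 0.05 (597 against 968, 15 of 100). With chip as a block the real count was 638. The highest split exchanged 2 mice of each group and put all 4 arrays of the third chip in 1 group. For lists between MI+Val and sham chance was not excluded with the preset correlation (11 against 14, 5 of 100). With an estimated correlation it was unlikely (5 against 0, 1 of 100). For the F test chance was unlikely (395 against 141, 1 of 100).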

How the results depend on the processing

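The comparison with chips 2 and 3 alone and that with the authors' values and the methods' tests together were chosen after seeing the data. The cause of each move below was not tested, except where fewer genes, fewer arrays, another probe or another threshold make it. Of 62 named genes called between MI and sham, 47 kept the call with chip as a block and 5 with chips 2 and 3 alone, which leave 2 MI arrays. Dim genes are limited by signal over background.

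Genes called between MI+Val and MI numbered 9 without background correction, 1 under scaling to the 75th percentile, 9 with the authors' values, 4 with the variance filter, 1 with the brightest probe, 7 with array weights, 216 at the methods' t-test with unadjusted p under 0.01, 223 at the methods' threshold and 56 with the authors' values and the methods' tests together, where the fold of at least 1.2 was needed in the comparison counted. For MI+Val vs sham the numbers were 2, 2, 5, 7, 2, 3, 156, 180 and 48 in that order, 4 with chip as a block, 0 with the replicate block, 0 with only the 2 groups compared and 2 with chips 2 and 3 alone. For MI vs sham they were 245 with the variance filter, 187 with chip as a block, 754 by the t-test, 771 at the methods' threshold, 6 with chips 2 and 3 alone and 172 with the authors' values and the methods' tests. The F test gave 208 with the variance filter, 193 with chip as a block and, by the multivariate permutation test, 216, then 12 with chips 2 and 3 alone and 235 with the authors' values and the methods' tests. Except with the authors' values and the methods' tests together, the pairwise counts at the methods' t-test and threshold were taken over all genes, without the F test first. With an estimated correlation 16 lists were called between MI+Val and MI. The lists tested include 9 from the paper, chosen on these samples, and these lower the adjusted p of the others. Adjusted among themselves, an alternative chosen after seeing the data, the 36 other lists gave 15 calls for MI vs sham, 17 for MI+Val vs MI and 11 for MI+Val vs sham, and 10, 5 and 5 with an estimated correlation.

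Without the filter on dim probes, another probe of Gstm1 that the filter removes was used, and it gave 0.21 for MI vs sham. The glutathione and antioxidant list turned its direction with the variance filter, at adjusted p = 0.555 for MI vs sham and 0.914 for MI+Val vs MI.

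With the replicate block, 425 genes were called by the F test, 467 between MI and sham and 0 between MI+Val and MI, and 24, 25 and 20 lists, and the share reversed was 0.517. In that block the cluster differences of MI+Val missed 0.05, with an exact p of 0.0625, the smallest that 5 pairs can give (cluster 1: -0.445 against MI and 0.408 against sham; cluster 2: 0.297 and -0.278). Within the first chip, MI+Val minus sham was 0.257 in cluster 1 and -0.155 in cluster 2, and MI+Val minus MI was 0.357 in cluster 2. Within the third chip, cluster 1 had 0.727 (MI minus sham), -0.198 (MI+Val minus MI) and 0.529 (MI+Val minus sham), and cluster 2 had 0.150 (MI+Val minus MI) and -0.390 (MI+Val minus sham).

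When 1 mouse at a time was left out, the counts ranged from 226 (without MI 4) to 454 for the F test, from 259 (without sham 5) to 521 for MI vs sham, from 0 to 14 (without MI+Val 5) for MI+Val vs MI and from 0 to 3 (without sham 1) for MI+Val vs sham. Lists ranged from 23 to 27, 24 to 27 and 19 to 22, and the share reversed from 0.470 to 0.584. Over the other alternatives the share was between 0.357 and 0.518. Each share is over the genes called between MI and sham in that setting, not over the same 464.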

Differences from the paper's values

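Of 102 log2 fold changes of 51 genes that S2 Table also gives, 33 differed by more than the spread between mice, and 0 differed in sign. All 33 were larger in size here than in the paper. For MI vs sham, the paper's value and then the value computed here were Ano10 -1.28 and -1.74, Cd248 0.50 and 0.87, Cd44 0.48 and 1.22, Col16a1 0.51 and 0.96, Col8a1 1.05 and 1.84, Comp 0.97 and 2.39, Endod1 0.41 and 0.64, Fxyd1 -0.36 and -0.53, Itgbl1 0.84 and 1.62, Meox1 0.89 and 1.35, Mfap4 0.97 and 1.62, Mfap5 1.46 and 1.84, Mmp23 0.34 and 0.74, Myh7 0.81 and 1.57, Pqlc3 0.48 and 0.99, Scd4 1.13 and 2.05, Srpx2 0.46 and 0.87, Stat5a -0.29 and -0.55, Sulf1 0.36 and 0.86, Svep1 0.52 and 1.44, Timp1 1.27 and 2.07, Vsig4 0.28 and 0.90, Wisp2 1.66 and 2.78 and 1810011O10Rik -0.29 and -0.53. For MI+Val vs MI they were Col8a1 -0.62 and -0.97, Comp -0.60 and -1.33, Itgbl1 -0.53 and -0.97, Myh7 -0.56 and -1.09, Pqlc3 -0.33 and -0.68, Srpx2 -0.26 and -0.53, Sulf1 -0.34 and -0.54, Vsig4 -0.25 and -0.78 and 1810011O10Rik 0.38 and 0.66. Of the alternatives set before the data were examined, all 33 fell within the paper's values without background correction and 32 with the authors' deposited values, where Srpx2 in MI vs sham still differed. With chip as a fixed block 26 still differed, with chip as a random block 30, with array weights 30, with the brightest probe 32 and with the variance filter 32 of 32. All 33 differed under scaling to the 75th percentile, without the filter on dim probes, with the detection filter, with the replicate block, with only the 2 groups compared and with the methods' t-test. With chips 2 and 3 alone, chosen after seeing the values, 24 differed.

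The paper gives 27 genes as higher in MI+Val than in MI, and 42 were found here with limma. Both counts need the F test, an unadjusted p under 0.01 in this comparison and a fold of at least 1.2 in either pairwise comparison, since only 15 of the 27 marked in S2 Table have that fold in MI+Val vs MI. With the fold needed there too, 42 were found here. Of the alternatives set before the data were examined, scaling to the 75th percentile (33), the authors' values (35), the brightest probe (36) and chip as a fixed (21) or random block (37) fell within 1.5 times the paper's count. No background correction (45), no filter on dim probes (64), the detection filter (47), the variance filter (9), the replicate block (43), array weights (55) and the methods' t-test (43) did not. The authors' values with the methods' tests gave 27, or 17 with the fold needed in this comparison too, an alternative chosen after seeing the values that drops 14 of the 174 genes of S2 Table, 8 of which were not measured here in any case.

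The paper states in its discussion that genes of cardiac development, calcium signalling, matrix and stress response were highest in sham, intermediate in MI+Val and lowest in MI mice. Here they were highest in MI and lowest in sham mice, with a median MI minus sham of 0.91, 0.64, 0.94 and 0.61 for the lists of Table 4, as in S2 Table.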

Other observations

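Of 19 macrophage markers measured, 11 were higher in MI than in sham, by a median of 0.54, among them Vsig4, a complement receptor of resident macrophages, with 0.90 (adjusted p = 0.00353 in limma), Lyz2, a lysozyme, with 0.77 (adjusted p = 0.00491) and F13a1, a coagulation factor subunit, with 0.61 (adjusted p = 0.00491). Between MI+Val and MI 0 were called over all genes, and 5 were lower when adjusted over the list alone. Cell cycle genes, of which 9 were measured, had a median of 0.34 (adjusted p = 8.186e-04), a call lost with an estimated correlation (adjusted p = 0.0548 with an estimated correlation) and with the variance filter (adjusted p = 0.139).

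Genes of fatty acid oxidation and of ion channels were lower in MI than in sham. Of 28 genes of fatty acid oxidation, 3 were lower and 0 higher (6 and 0 when adjusted over the list alone), with a median of -0.16. In MI+Val against MI their median was 0.08 (adjusted p = 0.0170), a call lost with an estimated correlation (adjusted p = 0.137 with an estimated correlation) and with chip as a block (adjusted p = 0.250). Of 14 ion channel genes, 3 were lower and 0 higher (4 lower and 1 higher when adjusted over the list alone), with a median of -0.21 (adjusted p = 0.0154, and 0.0448 with an estimated correlation), and their median was 0.13 in MI+Val against MI (adjusted p = 0.00665, and 0.0352 with an estimated correlation). Scn4b, a sodium channel subunit, had -0.83 in MI against sham (adjusted p = 0.00870), or -0.29 by its second probe, and with chip as a block it had -0.69 and missed the threshold (adjusted p = 0.0713). Citrate cycle genes had a median of 0.14 in MI+Val against MI (adjusted p = 4.628e-04, and 0.0437 with an estimated correlation). Adjusted over the lists that do not come from the paper, both comparisons of the ion channel genes missed the threshold with an estimated correlation (adjusted p = 0.0627 for MI vs sham and 0.0704 for MI+Val vs MI), as did the citrate cycle genes in MI+Val vs MI (adjusted p = 0.080), whose call was also lost with the variance filter (adjusted p = 0.0850). Between MI and sham, oxidative phosphorylation (37 genes, 0 called, median -0.06, adjusted p = 0.101), glycolysis (16 genes, 2 lower, median -0.04, adjusted p = 0.472) and creatine kinase (4 genes, 1 higher, median -0.03, adjusted p = 0.474) did not pass.

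Vim, vimentin, rose by 0.52 in MI over sham (adjusted p = 0.0190; 0.0513 with the variance filter) and differed by -0.43 between MI+Val and MI (adjusted p = 0.312). Agtr1a, the receptor that valsartan blocks, had -0.31 in MI against sham (standard error 0.09, adjusted p = 0.0377), and with chip as a block it had -0.33 with a larger standard error of 0.10 and missed the threshold (adjusted p = 0.0903). With the groups in the model, 0 genes differed between chips at an adjusted p under 0.05 in limma and 1030 had an unadjusted p under 0.05.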
